# Global Gene Expression Analysis in the Livers of Rat Offspring Perinatally Exposed to Low Doses of 2,2′,4,4′-Tetrabromodiphenyl Ether

**DOI:** 10.1289/ehp.0901031

**Published:** 2009-08-17

**Authors:** Alexander Suvorov, Larissa Takser

**Keywords:** genomics, low dose, metabolic pathways, microarray, PBDE, P450

## Abstract

**Background:**

Polybrominated diphenyl ethers are a group of flame-retardant chemicals appearing increasingly in the environment. Their health effects and mechanisms of toxicity are poorly understood.

**Objectives:**

We screened for the sensitive effects and mechanisms of toxicity of 2,2′,4,4′-tetrabromodiphenyl ether (BDE-47) by analyzing the gene expression profile in rats exposed to doses comparable to human exposure.

**Methods:**

Wistar dams were exposed to vehicle or BDE-47 (0.002 and 0.2 mg/kg body weight) every fifth day from gestation day 15 to postnatal day 20 by injections to caudal vein. Total RNA was extracted from the livers of pups and hybridized to the whole-genome RNA expression microarrays. The list of genes 2-fold differentially expressed was exported to PANTHER and Ingenuity Systems for analysis of enriched ontology groups and molecular pathways.

**Results:**

Oxidoreductase and transferase protein families were enriched in exposed rats as were these biological process categories: carbohydrate metabolism; electron transport; and lipid, fatty acid, and steroid metabolism. Four signaling pathways (cascades of activation of drug-metabolizing enzymes) and 10 metabolic pathways were significantly enriched. Drug-metabolizing enzymes appear to be regulated by BDE-47 through an aryl hydrocarbon receptor–independent mechanism. Direct interaction with retinoid X receptor or its upstream cascade may be involved. The main metabolic effects consisted of activation of metabolic pathways: α- and ω-oxidation of fatty acids, glycolysis, and starch hydrolysis.

**Conclusions:**

Altered expression of genes involved in metabolic and signaling pathways and functions of the organism occurs after perinatal exposure of rat offspring to BDE-47 at doses relevant for the general population.

Polybrominated diphenyl ethers (PBDEs) are a group of flame-retardant chemicals added to synthetic polymers. The main concern about PBDE health effects in the general population relates to prenatal and neonatal exposure. Indeed, because of the high lipophilicity of PBDEs and their long half-life in human tissues (Geyer et al. 2004), even small daily exposure throughout life leads to substantial PBDE accumulation in tissues with high lipid content (Johnson-Restrepo et al. 2005). Animal experiments and human evidence indicate that PBDE probably mobilizes during pregnancy, increasing the exposure of the developing organism via cord blood and then via milk (Antignac et al. 2008; Schecter et al. 2006). Moreover, children are exposed postnatally to higher PBDE doses because of higher rates of dust ingestion (Wilford et al. 2005) and higher food intake per kilogram of body weight (BW) (Schecter et al. 2006).

Experiments with animal models have shown that PBDE exposure interferes with developmental processes, causing endocrine (Darnerud 2008; Zhou et al. 2001), reproductive (Kuriyama et al. 2005; Lilienthal et al. 2006; Talsness et al. 2008), and neurodevelopmental disruption (Kuriyama et al. 2005; Suvorov et al. 2008; Viberg et al. 2006). Few articles demonstrate a relationship between PBDE exposure and health outcomes in the general population (Lim et al. 2008; Main et al. 2007).

In spite of the significant number of experimental studies, the mechanisms of PBDE toxicity and the most susceptible end points remain largely unknown. The history of studies on another group of persistent and bioaccumulative organohalogens, polychlorinated biphenyls, shows that the mechanisms involved could be multiple and remain unclear despite the long period of intensive research with traditional methods (Suvorov and Takser 2008b). The rapidly developing “omics” technologies provide toxicology with high-throughput methods of screening for the molecular targets of toxicants (Henry et al. 2002) and could be used as the first step in studying emerging environmental contaminants. The development of the high-throughput screening approach corresponds to a major strategic shift in how government agencies assess chemical hazards and risks (Collins et al. 2008).

To our knowledge, full-genome gene expression microarrays have not been used to study PBDE toxicity in a developing mammal. In this study, we analyze the change in the global gene expression in liver tissue of rat offspring exposed prenatally to 2,2′,4,4′-tetrabromodiphenyl ether (BDE-47), which is the most prevalent PBDE congener found in maternal milk (Schecter et al. 2003) and cord blood (Mazdai et al. 2003).

## Material and Methods

### Animals and treatment

We obtained nine timed pregnant Wistar rats (250–300 g; Charles River Laboratories, St. Constant, Québec, Canada) on gestational day (GD) 14 and housed them in single plastic cages with a bedding of sawdust under regulated temperature (21 ± 2°C), relative humidity (50 ± 10%), and a 12-hr light/dark cycle. Food (Charles River Rodent chow 5075) and water were provided *ad libitum*. All animals received care in compliance with *The Guide to the Care and Use of Experimental Animals* (Canadian Council of Animal Care 1993), and the protocol was approved by our institutional animal research ethics review board.

We used the same protocol of exposure as in our previous study (Suvorov et al. 2008). In short, dams received intravenous caudal injections of BDE-47 (Chromatographic Specialties Inc., Brockville, Ontario, Canada) at doses of 0.002 (group 2; G2) and 0.2 mg/kg BW (group 3; G3) in 0.3 ml/kg BW of vehicle: ethanol 95%, Cremophor EL, and sterile water for injections (1:1:8, v/v) from GD15 to postnatal day (PND) 20 every 5 days (a total of six injections/dam). The vehicle was administered to control dams (group 1; G1) according to the same protocol.

### RNA preparation and microarray analysis

One male and one female pup were selected randomly per litter on PND 27 and sacrificed by decapitation. Whole livers were harvested from these pups, snap-frozen in liquid nitrogen, and stored at −80°C until RNA extraction. RNA was extracted with the RNeasy Mini Kit (Qiagen, Valencia, CA, USA) according to the manufacturer’s instructions.

RNA samples were processed for hybridization by the Functional Genomics Platform, a collaboration between McGill University and Genome Quebec Innovation Centre (McGill University, Montreal, Canada). RNA and cRNA quality control was performed with the Agilent (Agilent, Santa Clara, CA, USA) bioanalyzer. cRNA was prepared using the Illumina RNA amplification kit (Ambion, Austin, TX, USA). cRNA was biotynilated during the *in vitro* transcription reaction. cRNA was then hybridized to the whole-genome RNA expression BeadChips RatRef-12 (Illumina Inc., San Diego, CA, USA) containing 22,523 50-mer probes. The chips were scanned with the Illumina BeadArray Reader.

### Data analysis

Data were analyzed using FlexArray 1.2 software (Blazejczyk et al. 2007). The row data were preprocessed and normalized with the lumi Bioconductor package (Du et al. 2007).

The expression values in log2 scale were analyzed with ANOVA, followed by a two-sample Bayesian *t*-test (Fox and Dimmic 2006) to identify differentially expressed genes. The false discovery rate (FDR) approach (Benjamini and Hochberg 1995) was used to correct for multiple testing. The list of genes 2-fold over- or underexpressed significantly (*p* ≤ 0.05; FDR corrected) was generated.

A two-sample Bayesian *t*-test with the FDR correction was run first to compare gene expression in male and female offspring. 

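Pbdc1, a gene on the X chromosome, was higher in the livers of the 9 female pups than in those of the 9 male pups, by 0.48 on the log2 scale (standard error 0.04, two-sided adjusted p = 7.26e-05 from limma). It was the only probe of 22523 past an adjusted p of 0.05 with the exposure groups pooled. Eif2s3, an X-linked gene for a translation initiation factor, was higher in females by 0.20 (standard error 0.03, adjusted p = 0.0942 from limma) and did not pass. The X-linked genes Usp9x and Ddx3x differed by 0.05 and 0.03 (adjusted p = 0.974 for both). Of 7 Y-linked and X-inactivation genes listed, none had a probe that could be named, and of 5 genes known to escape X inactivation 3 had one. At an unadjusted p of 0.05, 451 probes were higher and 439 were lower in females. In the control pups alone Pbdc1 was higher in females by 0.37 and did not pass (adjusted p = 0.964 from limma), and without G1 replicate 4 a further probe passed, making 2.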

No differentially expressed genes (*p* ≤ 0.05) were observed; female and male data were pooled within exposure groups for subsequent analysis.

### qRT-PCR

Quantitative real-time polymerization chain reaction (qRT-PCR) was performed to quantify gene expression to validate the gene expression data obtained from microarray analysis (Table 1). Total RNA were reverse transcribed using Oligo(dT)15 Primer (Promega, Madison, WI, USA) in the presence of Omniscript Reverse Transcriptase according to the Qiagen protocol (Omniscript RT kit; Qiagen). qRT-PCR was carried out with the Eppendorf RealPlex System (Eppendorf, Hamburg, Germany) according to the protocol for the TAKARA SYBR Green kit. All samples were run in triplicate reactions. Relative gene expression was analyzed according to the 2^−ΔΔCt^ method (Livak and Schmittgen 2001). The housekeeping gene phosphofructokinase was used for normalization of the expression data. All the primers were designed using Primer-BLAST software (http://www.ncbi.nlm.nih.gov/tools/primer-blast/) and the Refseq RNA database [National Center for Biotechnology Information (NCBI) 2009a], and purchased from Integrated DNA Technologies, Inc. (Coralville, IA, USA).

### Gene ontology and pathway analysis

The lists of genes expressed differently in response to BDE-47 exposure were imported into PANTHER (http://www.pantherdb.org/), and the number of genes in each functional classification category was compared against the number of genes from NCBI’s *Rattus norvegicus* genome (NCBI 2009b) in that category. The binomial test was used to statistically determine overrepresentation of PANTHER classification categories. Bonferroni-corrected *p*-values < 0.05 were considered significant.

The same sets of genes were also imported into Ingenuity Pathway Analysis (IPA) (Ingenuity Systems Inc., Redwood City, CA, USA). Canonical pathway analysis identified canonical pathways from the IPA library that were most significant to the data set. The significance of the association between the data set and the canonical pathway was measured in two ways. First, a ratio of the number of genes from the data set that map to the pathway divided by the total number of genes that map to the canonical pathway was determined. Second, Fischer’s exact test, followed by Benjamini–Hochberg (BH) multiple testing correction, was used to calculate a *p*-value determining the probability that the association between the genes in the data set and the canonical pathway can be accounted for by chance only.

### Blood cholesterol and triglycerides analysis

Cholesterol and triglycerides were determined in trunk blood of pups sacrificed on PND 27. Analysis was performed at the Centre Hospitalier Universitaire de Sherbrooke (CHUS) Clinical Laboratory by Vitros 950 Chemistry System (Ortho-Clinical Diagnostics, Rochester, NY, USA).

## Results

We found no significant relationship between litter size and dose of exposure to BDE-47, with the number of pups varying from 10 to 17 per litter. No weight differences were observed between the control and exposed dams throughout the experiment. The BW of pups from both exposed groups increased; this finding is described in detail elsewhere (Suvorov et al. 2009).

### Gene expression profile

Sixty genes were 2-fold differentially expressed (*p* ≤ 0.05; FDR corrected) in livers of the G3 rats [see Supplemental Material, Table 1, available online (doi:10.1289/ehp.0901031.S1 via http://dx.doi.org/)]: 22 were underexpressed and 38 were overexpressed. 

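Liver RNA from 18 pups was hybridized to RatRef-12 BeadChips, 1 array per pup. Each of G1, G2 and G3 held 3 male pups (replicates 1 to 3) and 3 female pups (replicates 4 to 6), born to 3 dams per group and sacrificed 7 days after the last injection of the dam. The authors preprocessed and normalized the arrays with lumi, and the deposited log2 values were used as they stand. The table holds 22523 probes per array, of which 13793 could be given 1 gene symbol, standing for 13337 genes. Values ran from 7.61 to 15.73, and 73.6% of the probes lay within 0.5 of the median probe, near the lower end of the scale. Array medians were 7.84 to 7.85. Each pair of arrays correlated across probes at 0.974 to 0.995. The number of arrays limits the precision of every value. Each exposed group was set against G1 with limma's moderated test (two-sided, males and females pooled), with Benjamini-Hochberg adjustment over all probes. A probe was called at an adjusted p of at most 0.05 and a change of at least 2-fold. The paper states these thresholds, but it used a two-sample Bayesian t-test, which was not run here. Its printed log2 changes are 1.20 times those computed here, so its counts and those below are not fully alike. Where a gene had several probes, that with the highest mean over all arrays was used. Lists of genes, fixed before the data were examined, were tested with camera at a preset correlation between genes of 0.01. Littermates share a dam and the labels do not name the litters, so the p-values over 6 pups per group are too small if littermates resemble each other, which could not be measured.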

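Por, the flavoprotein that passes electrons from NADPH to the microsomal cytochromes P450, was the 1 gene called in G3. Its log2 expression (probe ILMN_1358080) was 12.32 ± 0.41 (SD, n = 6) in G1 and 11.17 ± 0.16 (SD, n = 6) in G3. It fell by 1.15 on the log2 scale (standard error 0.17, adjusted p = 0.0461 from limma). Every G3 pup lay below every G1 pup (exact two-sided permutation test, p = 0.00216, the smallest that 6 pups against 6 allow). Por was picked from all probes as the gene called on these pups, so this separation is no independent evidence. Without the fold limit 18 probes passed, 6 higher and 12 lower. Sc5d, an enzyme of cholesterol synthesis, fell by 0.76 (standard error 0.09, adjusted p = 0.0219). The taurine transporter Slc6a6 rose by 0.55 (standard error 0.06), from a G1 mean of 8.01 that lay near the median probe of 7.84. The mitochondrial adenylate kinase Ak4 rose by 0.86 (standard error 0.12) and the aminoacylase Acy3 by 0.80 (standard error 0.12). The call of Sc5d ended without G3 replicate 1, 2 or 3 and that of Slc6a6 without G3 replicate 2 or 3 (adjusted p from 0.0659 to 0.0855 from limma). Ak4 ended without G1 replicate 1, 2 or 5 or G3 replicate 1, 2, 3 or 5 (from 0.0560 to 0.113), and Acy3 without G1 replicate 1, 2, 3 or 5 or G3 replicate 1 to 5 (from 0.0565 to 0.113). At an unadjusted p of 0.05, 4183 probes passed, and 30 of them were at least 2-fold apart, 13 higher and 17 lower. The male pup G3 replicate 2 carried muscle transcripts, with the muscle actin Acta1 (chosen after its values were seen) at 13.70 against a median of 7.83 in the other 5 G3 pups, of which the female G3 replicate 4 was highest at 8.91. Without 1 pup the call of Por ended for G1 replicates 1, 2, 4 and 5 and for G3 replicates 1 to 5 (adjusted p from 0.0656 to 0.113). It also ended with sex as a covariate (0.0510) and within males or females alone (0.272 and 0.508). With replicate number as a block, a number that does not pair pups across groups, it ended too (0.146). With means of a male and a female pup taken as 1 litter, no gene was called under at least 1 of the 36 pairings. The 18 probes became 1434 without G1 replicate 6, of which 38 were at least 2-fold apart, 32 without G3 replicate 6, 1 without G3 replicate 1, and 6 to 11 without another pup, save that none passed without G3 replicate 2 or 3 (smallest adjusted p 0.0659 and 0.0662 from limma). With all pups kept they became 475 with all 3 groups fitted together, 465 with array weights, 380 with dim probes left out and 247 with a variance prior that follows mean expression. They became 41 among the 42 probes past the F-test, which were picked on the same groups. In males only 1 passed, and none did in females only or with replicate number as a block (smallest adjusted p 0.334 and 0.146 from limma). Without G1 replicate 6, 32 more of the genes named in the text passed in G3. On the first principal component that control scored −6.11, within the G3 range (−12.7 to −4.34), and the other controls 2.87 to 26.2. Leaving it out parts the groups further, so a pass without it, here and below, does not show that a change is robust.

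**Figure D1:**
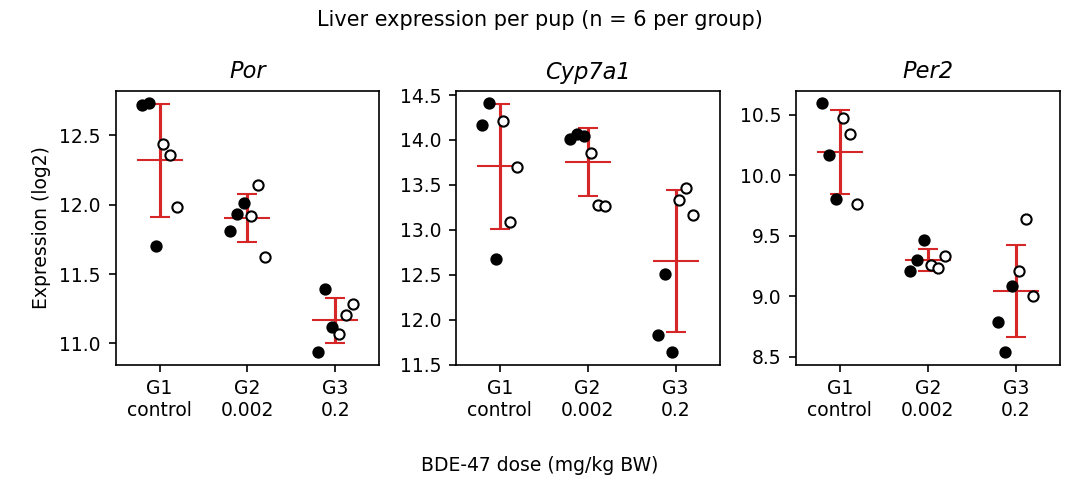
Log2 expression of Por, Cyp7a1 and Per2 in each pup of G1, G2 and G3 (males filled, females open; red, mean ± SD, n = 6 per group). The G2 mean of Por, 11.90, lies between its means in G1 and G3.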

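G6pc1, the catalytic subunit of glucose-6-phosphatase, and Cyp4a3, a fatty acid omega-hydroxylase, were the 2 genes called in G2. The log2 expression of G6pc1 (probe ILMN_2039661) was 11.85 ± 0.31 (SD, n = 6) in G1 and 13.10 ± 0.27 (SD, n = 6) in G2, a rise of 1.25 (standard error 0.16, adjusted p = 0.0474 from limma). Cyp4a3 (probe ILMN_1364951) was 11.72 ± 0.26 (SD, n = 6) in G1 and 12.80 ± 0.22 (SD, n = 6) in G2, a rise of 1.08 (standard error 0.13, adjusted p = 0.0470). Crot, which moves medium-chain fatty acids out of peroxisomes, rose by 0.99 (standard error 0.11, adjusted p = 0.0393), short of the fold limit. All 6 G2 pups lay above all 6 control pups for each of these genes. The genes were picked as passing on these pups, so this separation is no independent evidence. Per2, a gene of the circadian clock, had a log2 fold change of −0.89 (standard error 0.14, adjusted p = 0.0975) and did not pass. Among its alternatives (adjusted p from 2.65e-04 to 0.960 from limma), Per2 passed without G1 replicate 6 (0.0494), with a variance prior that follows mean expression (0.0216) and with dim probes left out (0.0419). At an unadjusted p of 0.05, 2248 probes passed, and 9 of them were at least 2-fold apart, 8 higher and 1 lower. The calls of G6pc1 and Cyp4a3 ended without any 1 pup other than G1 replicate 4 or G2 replicate 5, that is without G1 replicate 1, 2, 3, 5 or 6 or G2 replicate 1, 2, 3, 4 or 6 (adjusted p from 0.0741 to 0.209 and from 0.0563 to 0.209), and Crot ended in the same cases save G1 replicate 6 (from 0.0680 to 0.194). Both calls ended with all 3 groups fitted together (adjusted p = 0.109 and 0.12 from limma) and after quantile normalization (0.0581 and 0.0534). They also ended with replicate number as a block (0.148 and 0.0980) and within either sex. With sex as a covariate, and with array weights, 1 of the 2 calls remained. With means of a male and a female pup taken as 1 litter, no gene was called under at least 1 of the 36 pairings. The 3 probes past the adjusted p became 8 with a variance prior that follows mean expression and 8 with dim probes left out. They became 28 among the 42 probes past the F-test, which were picked on the same groups. None passed with the block or in males only (smallest adjusted p 0.0980 and 0.185 from limma).

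**Figure D2:**
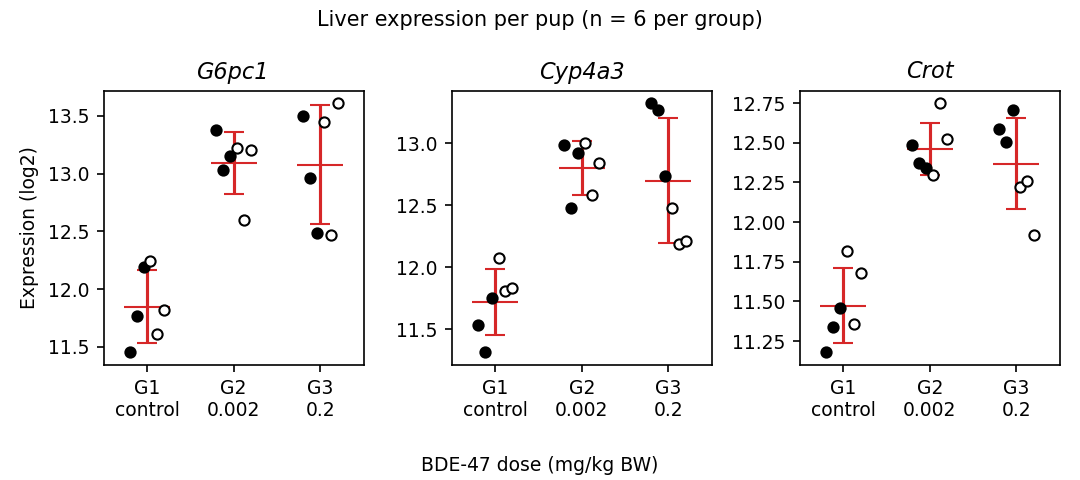
Log2 expression of G6pc1, Cyp4a3 and Crot in each pup of G1, G2 and G3 (males filled, females open; red, mean ± SD, n = 6 per group). The mean of Crot is 11.47 in G1 and 12.46 in G2.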

Twenty-one genes were 2-fold differentially expressed (*p* ≤ 0.05; FDR corrected) in G2: 3 were underexpressed and 18 were overexpressed. Monotonic dose–response relationships were observed for most of the genes 2-fold differentially expressed in both groups (Figure 1). 

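Of the 3 genes called in either group, Por had its larger change at 0.2 mg/kg, with a log2 fold change of −0.42 (standard error 0.17, n = 6) at 0.002 mg/kg, and G6pc1 and Cyp4a3 had theirs at 0.002 mg/kg. For these 2 genes the doses were not shown to differ, with log2 differences (G3 minus G2) of −0.02 (standard error 0.22, adjusted p = 0.990 from limma) and −0.10 (standard error 0.21, adjusted p = 0.905). None of the 3 was called in both groups. In G3 set directly against G2, Sc5d was lower (log2 difference −0.52, standard error 0.04, adjusted p = 0.000592 from limma). Por was also lower in G3 (log2 difference −0.74, standard error 0.09, adjusted p = 0.0275), and Slc6a6, near the median probe in G2 at 8.02, was higher (0.54, standard error 0.07, adjusted p = 0.0275). These and a probe with no symbol were the 4 past the adjusted p, with 1 higher and 3 lower and none at least 2-fold apart in limma, and 2132 probes passed an unadjusted p of 0.05. Among the 34 probes past an unadjusted p of 0.05 and 2-fold in either group, 26 (76.5%) had the larger change of the same sign at 0.2 mg/kg, 6 at 0.002 mg/kg and 2 moved in opposite directions. Unchanged groups simulated against the same control pups gave a median of 32.4% (0 to 76.5% over 100 draws), and control pups split between the comparisons gave 72.1% (29.4% to 91.2% over 20 splits). Of the 34, 30 passed these limits at 0.2 mg/kg and 9 at 0.002 mg/kg, which favours the larger change at 0.2 mg/kg. The simulation picked its largest changes with neither limit and the split controls reused the 34, so neither is a like reference and the share decides nothing. The 4 probes became 6 without G2 replicate 6, 2 without G2 replicate 1 or 3 or G3 replicate 3, and 1 without G2 replicate 2, 4 or 5 or G3 replicate 1, 4, 5 or 6. Without G3 replicate 2, 4 passed, of which 2 were among the first 4. With 1 pup left out, Sc5d passed in every case, Por only without G2 replicate 6 or G3 replicate 2, and Slc6a6 only without G2 replicate 6. None of the 4 remained with replicate number as a block (smallest adjusted p 0.0765 from limma) or in females only (0.672 for Sc5d). Of the 4, only Slc6a6 remained with all 3 groups fitted together (0.00335, against 0.249 for Por and 0.0587 for Sc5d), and only Sc5d in males only (0.0407). In all 7 passed with a variance prior that follows mean expression, 11 with dim probes left out and 29 among the 42 probes past the F-test, picked on the same groups.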

The response of 6 genes appears to be nonlinear: 1 gene (*LOC287167*) was underexpressed, and 5 (*SLC3A2, LOC497779, CYP2C7, LOC292539, PLDN_PREDICTED*) were overexpressed in G2, whereas their expression in G3 was not significantly different from the control. 

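Slc3a2, the heavy chain of several amino acid transporters, was 10.76 ± 0.26 (SD, n = 6) in G1 and 11.62 ± 0.21 (SD, n = 6) in G2, a log2 fold change of 0.86 (standard error 0.13, adjusted p = 0.0975 from limma). In G3 its log2 fold change was 0.53 (standard error 0.14, adjusted p = 0.0960). Cyp2c7, a cytochrome P450 that is more abundant in adult females, had a log2 fold change of 0.97 (standard error 0.22, adjusted p = 0.412) in G2 and −0.18 (standard error 0.30, adjusted p = 0.802) in G3. Its difference between G3 and G2 was −1.14 (standard error 0.31, adjusted p = 0.334), and its second probe, near the lower end of the scale, did not move (−0.02 and −0.04). Hba-a3, the hemoglobin alpha gene that stands under LOC287167, had log2 fold changes of −0.96 (standard error 0.34) in G2 and −0.27 (standard error 0.31) in G3, with G2 replicate 1 at 11.16 against a median of 9.87 in the other 5 pups. Adjusted over the list alone, the 24 genes that the paper names and that have a probe, these genes passed in G2 (adjusted p = 1.59e-04 for Slc3a2, 0.00357 for Cyp2c7 and 0.0351 for Hba-a3), and in G3 only Slc3a2 did (0.00674). The study chose that list on these pups, so this is not independent evidence. Erythroid markers fell in G2, with 7 of 7 measured members below G1, none past the test over all probes and 5 lower when adjusted over the list alone (camera, adjusted p = 0.00143). The call was lost with an estimated correlation (adjusted p = 0.196 with an estimated correlation) and within males (0.0592). Ahsp, the chaperone of alpha hemoglobin, was at −0.73 (standard error 0.27) and Hbb, near the top of the scale at 15.22 in G1, at −0.35 (standard error 0.14). LOC497779, LOC292539 and PLDN had no probe that could be named.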

Expression of 12 genes selected randomly was validated by qRT-PCR. A high correlation was observed between PCR and microarray data (Table 1).

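Across the 12 genes of Table 1, the log2 fold changes from the arrays were set against the paper's qRT-PCR values. Pearson's r was 0.948 at 0.002 mg/kg (permutation p = 1.0e-05, the smallest that 100000 resamples give, adjusted p = 4.0e-05) and 0.933 at 0.2 mg/kg (permutation p = 0.00046, adjusted p = 0.00092). Spearman's rho was 0.832 (permutation p = 0.00135, adjusted p = 0.0018) and 0.769 (permutation p = 0.00504). The adjustment covers these 4 relations, the tests were two-sided, and genes are not independent replicates. The sign was the same for 12 genes at 0.002 mg/kg and for 11 at 0.2 mg/kg. Akr1b7, an aldo-keto reductase, had the lowest values of the 12, −1.23 (standard error 0.44) in G2 and −1.68 (standard error 0.45, adjusted p = 0.0970 from limma) in G3. Insig2, which holds SREBP precursors in the endoplasmic reticulum, had the highest value in G3, 1.28 (standard error 0.34, adjusted p = 0.0970), and 0.90 (standard error 0.30) in G2. The small GTPase Rhoa was at 0.47 (standard error 0.38) and 1.03 (standard error 0.24, adjusted p = 0.0788). The tight junction protein Cldn1 was at 0.54 (standard error 0.15) and 0.92 (standard error 0.15, adjusted p = 0.0576). Rhoa and Cldn1 passed in G3 without G1 replicate 6 (adjusted p = 0.0396 and 0.00933 from limma; from 1.65e-04 to 0.596 over their alternatives), and Cldn1 also without G3 replicate 6 (0.0390). In limma's moderated test with every pup kept and 1 variance prior, Por in G3 and G6pc1 in G2 passed over all probes and the rest of the 12 did not. With a variance prior that follows mean expression, Per2, Cldn1, Rhoa and G6pc1 passed in G3 (adjusted p = 0.0231, 0.0161, 0.0468 and 0.0257 from limma), and with all 3 groups fitted together Insig2 did (0.0364). The brighter probe of Cyp3a23-3a1, on which these values rest, was at 0.12 (standard error 0.13) in G2 and −0.07 (standard error 0.13) in G3.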

### PANTHER gene ontology analysis

Among molecular functions, the oxidoreductase protein family with oxygenase subfamily was enriched (*p* ≤ 0.05, Bonferroni corrected) in the livers of both groups of exposed rats (Table 2). The transferase family was significantly overrepresented in G3, and a similar trend was characteristic for G2.

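Gsta2, a glutathione transferase, was 12.52 ± 0.53 (SD, n = 6) in G1 and 13.59 ± 0.11 (SD, n = 6) in G3, a log2 fold change of 1.07 (standard error 0.21, adjusted p = 0.0584 from limma), with all 6 G3 pups above the control pups. Gstt2 was at 0.39 (standard error 0.07, adjusted p = 0.0584) and Gstm2 at 0.96 (standard error 0.24, adjusted p = 0.0847). These 3 passed without G1 replicate 6 (0.0149, 0.0136 and 0.0433; from 2.89e-04 to 0.605 over their alternatives). Nnmt, a methyltransferase of nicotinamide chosen after its values were seen, was at −1.01 (standard error 0.36, adjusted p = 0.164). As a group, the 27 measured glutathione transferases, sulfotransferases and other phase II enzymes were higher in G3, with 19 above and 8 below G1 (camera, adjusted p = 0.0118). None passed over all probes, and 7 were higher and 2 lower when adjusted over the list alone. The call was lost with an estimated correlation (adjusted p = 0.224 with an estimated correlation) and with dim probes left out (0.0516). In G2, 16 of the 27 were above G1 and 11 below, none passed over all probes, 3 were higher when adjusted over the list alone, and the group did not pass (adjusted p = 0.0870). Gsta2 had a log2 fold change of 0.97 there (standard error 0.26, adjusted p = 0.435), with 5 of 6 pups above the control pups.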

These PANTHER biological process categories were enriched in both exposed groups (Table 2): carbohydrate metabolism; electron transport; and lipid, fatty acid, and steroid metabolism. Within the limits of the last category, fatty acid and steroid metabolism were significantly overrepresented. Steroid-hormone metabolism was overrepresented within the limits of steroid metabolism category. 

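Hsd11b1, which regenerates active glucocorticoids, had a log2 fold change of 0.25 (standard error 0.05, n = 6, adjusted p = 0.0584 from limma) in G3. Hsd17b10, a mitochondrial dehydrogenase of steroids and fatty acids, was at 0.37 (standard error 0.09, adjusted p = 0.0771). Both passed without G1 replicate 6 (0.0207 and 0.0278; from 2.89e-04 to 0.597 over their alternatives). Akr1d1, the 5-beta-reductase of steroid hormones and bile acid intermediates, was at 0.74 (standard error 0.26, adjusted p = 0.161). Of 15 measured genes of steroid hormone metabolism, 9 were above and 6 below G1 in G3, none passed over all probes, and 3 were higher when adjusted over the list alone. The list did not pass (camera, adjusted p = 0.101). Cyp3a23-3a1 is counted in it by the brighter probe (−0.07 in G3), and its dimmer probe was at 1.25 there. In G2, 9 were above and 6 below, none passed over all probes or when adjusted over the list alone, and the list did not pass (adjusted p = 0.222). In G3 males alone the list passed (0.0271), and its adjusted p over the alternatives ran from that to 0.757 in females alone.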

The enrichment of carbohydrate metabolism and steroid-hormone metabolism in G2 was not significant but followed the same trend.

### Ingenuity Pathway Analysis

We then used IPA to perform pathway analysis of the differentially expressed gene sets. Of the data set of 66 differentially expressed genes, 59 were mapped in Ingenuity Knowledge Base; 27 genes populated the functions/pathways category.

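Among the genes that the paper places in its metabolic pathways (Table 3), most were higher in G2 than in G1. Of 5 in arachidonic acid metabolism, all cytochromes P450 and with Cyp4a1 read for the CYP4A11 of the table, 5 were above G1 in G2 (camera, adjusted p = 7.53e-07; adjusted p = 0.0131 with an estimated correlation). Of 7 in fatty acid metabolism, 6 were above G1 in G2 (adjusted p = 1.85e-05; adjusted p = 0.0156 with an estimated correlation). The member below G1 was Sds, the serine dehydratase of gluconeogenesis, with log2 fold changes of −0.80 (standard error 0.37, n = 6) in G2 and −1.06 (standard error 0.44, n = 6) in G3. Of 7 in glycolysis or gluconeogenesis and in propanoate, cysteine and starch metabolism, 6 were above G1 in G2 (adjusted p = 1.81e-05), a call lost with an estimated correlation (adjusted p = 0.0742 with an estimated correlation). That group was also higher in G3 (adjusted p = 3.87e-04; adjusted p = 0.224 with an estimated correlation), while the fatty acid and arachidonic acid groups were not (adjusted p = 0.106 and 0.101). With Cyp4a2 read for CYP4A11, a choice made after seeing the data, the arachidonic acid group passed in G2 (adjusted p = 1.30e-06; adjusted p = 0.0132 with an estimated correlation) and in G3 (adjusted p = 0.0422; adjusted p = 0.187 with an estimated correlation). In each group 1 gene passed over all probes in G2 and none in G3. The fatty acid and arachidonic acid groups count Cyp3a23-3a1 by its brighter probe (−0.07 in G3), and its dimmer probe was at 1.25 there. Adjusted over the list alone, 3 genes of each of the lipid groups and 5 of the third group were higher in G2, and 1, 2 and 6 in G3 for arachidonic acid, fatty acids and the third group, where Sds was lower. The study chose these groups on the same pups, so their direction is not independent evidence.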

Fourteen canonical pathways were significantly enriched in the liver samples obtained from G2 and G3 (Table 3): 4 signaling pathways dealing mainly with activation of drug metabolizing enzyme cascade; 10 metabolic pathways including 4 pathways of lipid metabolism, 2 pathways of amino acid metabolism, 2 pathways of carbohydrate metabolism, 1 pathway of cofactor and vitamin metabolism, and 1 pathway of complex carbohydrate metabolism. Number of pathways were enriched because the same differentially expressed genes populated multiple pathways. The optimized set of pathways obtained after exclusion of most of overlapping pathways is shown in Figure 2 [see also Supplemental Material, Figure 1 (doi:10.1289/ehp.0901031.S1)].

### Blood cholesterol and triglycerides

No significant difference was observed in triglycerides blood level in control and exposed pups on PND 27 (data not shown). Blood level of total cholesterol in G3 (adjusted for litter size, individual weight, and sex) was significantly higher than in G1. No significant differences were observed between G1 and G2. 

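Cyp7a1, the rate-limiting enzyme of bile acid synthesis from cholesterol, had a log2 expression of 13.71 ± 0.69 (SD, n = 6) in G1, 13.75 ± 0.38 (SD, n = 6) in G2 and 12.66 ± 0.79 (SD, n = 6) in G3. The log2 fold change in G3 was −1.05 (standard error 0.40), and 3 of 6 pups lay below all control pups. Over all probes it did not pass (adjusted p = 0.195 from limma). An exact two-sided permutation test of this gene alone gave p = 0.0411 for G3 against G1. G3 was lower than G2 by a log2 difference of −1.09 (standard error 0.33), with p = 0.0152 from the exact two-sided permutation test. Adjusted over the list alone, the 24 genes named by the study, Cyp7a1 passed in G3 (adjusted p = 0.0358), which is not independent evidence. Blood cholesterol is not analysed here.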

Blood cholesterol coincided with underexpression of CYP7A1 in the same rats (Figure 3).

## Discussion

To our knowledge, this is the first study of PBDE effects on a mammal using high-throughput genomic methods. We obtained evidence of prolonged effects of perinatal exposure to low doses of BDE-47 on gene expression profile in the liver tissues of rat offspring. Significant 2-fold changes in gene expression were observed in pups 1 week after the last indirect (via milk) administration of BDE-47. The observed change in gene expression was dose dependent for the majority of altered genes. 

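Nfix, a transcription factor, went from a log2 fold change of −0.53 (standard error 0.15, n = 6) in G2 to −0.93 (standard error 0.20, n = 6, adjusted p = 0.0645 from limma) in G3, where it passed without G1 replicate 6 (0.0340; from 0.0196 to 0.605 over its alternatives). Cldn1 was higher in G3 than in G2 by 0.38 (standard error 0.12, adjusted p = 0.376), and so not shown to differ between the doses. Of the 24 genes that the paper names and that have a probe, a set counted after its values were seen, 14 (58.3%) had the larger change of the same sign at 0.2 mg/kg, and of these Por alone was shown to differ between the doses (the others had adjusted p from 0.376 to 0.851 from limma). Another 6, Cyp4a3, G6pc1, Cyp4a1, Slc3a2, Gstm1 and Hba-a3, had the larger change at 0.002 mg/kg, none of them shown to differ between the doses (adjusted p from 0.416 to 0.990 from limma), and 4, Cyp7a1, Cyp2c7, Cyp3a23-3a1 and Gsta5, had opposite signs. Cyp3a23-3a1 is counted by its brighter probe, and its dimmer probe was at 1.03 in G2 and 1.25 in G3, the larger at 0.2 mg/kg. Over all probes 1 of the 24 passed at 0.2 mg/kg and 2 at 0.002 mg/kg. Adjusted over the list alone, 18 passed at 0.2 mg/kg and 16 at 0.002 mg/kg, which is not independent evidence since the study chose them on these pups.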

Multiple signaling and metabolic pathways were affected by BDE-47 or its metabolites in our study.

The protocol of exposure used in this study was designed to simulate exposure of the general population. In contrast to most published experimental studies of PBDE toxicity, we used an intravenous route of exposure for dams to assure the accuracy of internal dosing. As we used very low doses (the high dose used herein, 0.2 mg/kg BW, is among the lowest ever used in experimental studies), intravenous administration allowed avoiding uncertainty in the amount of BDE-47 received. In fact, the rat offspring studied in our experiments received BDE-47 via cord blood and via milk. As BDE-47 was previously detected in both human cord blood and milk (Frederiksen et al. 2009), the chosen route of administration has relevance for humans. The choice of doses in our study was verified by internal doses estimated earlier (Suvorov et al. 2008): BDE-47 concentrations in subcutaneous fat of the dams and pups 1 week after the last injection corresponds to the levels observed in the North American human population.

One of the major findings of the current study is the differential expression of phase I and II metabolic enzymes. This finding is supported by the enriched PANTHER molecular function categories (oxidoreductase and transferase) and biological process categories (electron transport) as well as the following significantly enriched canonical pathways according to IPA analysis: LPS/IL-1–mediated inhibition of retinoid X receptor (RXR) function; pregnane X receptor (PXR)/RXR activation; xenobiotic metabolism signaling; and metabolism of xenobiotics by cytochrome P450 (CYP). 

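Genes that CAR and PXR regulate were higher in G2. Of 18 measured, 13 were above and 5 below G1, none passed over all probes, and Cyp2c7 and Gsta2 were higher when adjusted over the list alone (camera, adjusted p = 0.00379). The call was lost with an estimated correlation (adjusted p = 0.109 with an estimated correlation). The list holds Cyp2c7, Cyp3a23-3a1, Ugt1a1, Por, Gstm1 and Gsta5, which the paper names from these pups, so it is not fully independent evidence. In G3, 10 of the 18 genes were above and 8 below G1, and Por was lower over all probes. Adjusted over the list alone 3 were higher and 1 lower, and the list did not pass (camera, adjusted p = 0.301). Among those below, Cyp3a23-3a1 is counted by its brighter probe (−0.07), and its dimmer probe was at 1.25. Of the 27 genes listed, 9 had no probe that could be named, Cyp2b1 and Cyp2b2 among them, so these targets were not tested. Cyp3a2, a testosterone 6-beta-hydroxylase, had log2 fold changes of 0.18 (standard error 0.08, n = 6) in G2 and 0.21 (standard error 0.09, n = 6) in G3, with G1 replicate 4 at 15.46 against a median of 15.02 in the other control pups. Its means, 15.08 in G1 and 15.29 in G3, lie near the top of the scale, where the highest value of any array was 15.73. Genes that Nrf2 regulates in oxidative stress were also higher in G2, with 9 of 13 above G1, none past the test over all probes or adjusted over the list alone (camera, adjusted p = 0.0390; adjusted p = 0.226 with an estimated correlation). That call was lost within females (0.472), and in G3, with 11 of 13 above G1 and none past either test, the list did not pass (adjusted p = 0.106). The paper states the differential expression of phase I and II metabolic enzymes as a finding, and cites for it the enriched oxidoreductase, transferase and electron transport categories and the enriched pathways of RXR, PXR and xenobiotic metabolism.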

All these pathways overlap and partly describe the same cellular processes [see Supplementary Material (doi:10.1289/ehp.0901031.S1)].

Because induction of cytochrome enzymes may alter numerous metabolic pathways and lead to the formation of oxygen radicals and/or carcinogens, the study of hepatic-enzyme induction has remained within the focus of experimental toxicology from the earliest PBDE studies. It has been demonstrated that both the commercial mixtures and BDE-47 congener induced phase I EROD (ethoxyresorufin-*O*-deethylase) and PROD (pentoxyresorufin-*O*-deethylase) and phase II metabolic enzyme activity (uridinediphosphate-glucuronosyltransferase) (Carlson 1980; Hallgren and Darnerud 1998; von Meyerinck et al. 1990; Zhou et al. 2001). In all these studies, however, the named induction was observed at levels of exposure exceeding many-fold environmental exposures (ranging usually from tens to hundreds of milligrams per kilogram BW).

In a study by Sanders et al. (2005), liver expression of *CYP1A1, CYP2B,* and *CYP3A* were analyzed after oral administration of DE-71 as well as individual congeners to adult rats on 3 consecutive days in doses ranging from 1.5 to 150 μmol/kg BW/day. The cytochromes chosen were biomarkers for activation of aryl hydrocarbon receptor (AhR), constitutive androstane receptor (CAR), and PXR. The authors concluded that PBDEs, being non-coplanar organohalogens, are very poor AhR inducers and that most of previously reported AhR-inducing properties of PBDE mixtures can be explained by the presence of polybrominated dibenzofurans (PBDF) and polybrominated dibenzodioxins (PBDD) in the mixtures. However, the significant up-regulation of *CYP2B* and *CYP3A* by BDE-47 was also achieved at high doses of 4.9 and 49 mg/kg BW/day, respectively.

Similar conclusions concerning the role of PBDD and PBDF in activating AhR by low-grade purified BDE-47 were reported by Wahl et al. (2008) based on a study of AhR-mediated toxicity and gene expression in rat hepatoma cells and in zebrafish embryos. In addition, *CYP2B* and *CYP3A* were found to be overexpressed in this study.

Pacyniak et al. (2007) found that *CYP3A11* and *CYP2B10* (but not *CYP1A1*) were overexpressed in adult mice livers after 4 consecutive days of intraperitoneal injections of 10 and 100 μmol of different congeners of PBDE (4.9 and 49 mg/kg/BW/day for BDE-47). Because the two induced cytochromes are known target genes of PXR, the authors conclude that PBDE congeners are PXR activators. This conclusion was supported by luciferase assays, which showed that BDE-47, 99, and 209 activated PXR and its human counterpart, steroid X receptor, but not AhR.

Hence, the evidence obtained by several groups (Pacyniak et al. 2007; Sanders et al. 2005; Wahl et al. 2008) supports the idea that PBDE induces CYP by a mechanism other than AhR mediation. At the same time, induction of CYPs that are targets for receptors other than AhR receptors were also observed at the high doses of PBDE exposure.

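Cyp1a1 and Cyp1a2, the cytochromes P450 that AhR induces, did not pass in either exposed group. The log2 expression of Cyp1a1 was 9.21 ± 0.75 (SD, n = 6) in G1, with log2 fold changes of −0.25 (standard error 0.34, adjusted p = 0.840 from limma) in G2 and −0.61 (standard error 0.30, adjusted p = 0.312) in G3. Cyp1a2 was 13.76 ± 0.22 (SD, n = 6) in G1, with log2 fold changes of 0.19 (standard error 0.11, adjusted p = 0.554) and −0.06 (standard error 0.13, adjusted p = 0.864). The quinone reductase Nqo1 was at −0.22 (standard error 0.21) in G2 and −0.32 (standard error 0.17) in G3, with G1 replicate 2 at 11.45 against a median of 10.47 in the other control pups. The glucuronosyltransferase Ugt1a6 was at 0.66 (standard error 0.23) and 0.75 (standard error 0.21, adjusted p = 0.109), and it passed in G3 without G1 replicate 6 (0.0313; from 0.00297 to 0.663 over its alternatives). Of 7 measured AhR target genes, 2 were above and 5 below G1 in G2 and 3 were above and 4 below in G3. None passed over all probes, and 1 was higher in G3 when adjusted over the list alone. The list did not pass in G2 (camera, adjusted p = 0.847), where its median was −0.01 while its mean of 0.05 and the test pointed up, or in G3 (adjusted p = 0.942).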

According to our data, no CYPs were induced in the AhR pathway. Moreover, all three molecules, GSTM1, GSTA5 and ALDH9A1, differentially expressed downstream of AhR are also regulated through the CAR. It could be assumed, therefore, that AhR does not participate at all in PBDE-induced response.

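Aldh9a1, an aldehyde dehydrogenase, had a log2 expression of 10.39 ± 0.65 (SD, n = 6) in G1, with log2 fold changes of 0.76 (standard error 0.31, adjusted p = 0.487 from limma) in G2 and 0.93 (standard error 0.28, adjusted p = 0.121) in G3. The glutathione transferase Gstm1 was 14.39 ± 0.29 (SD, n = 6) in G1, with log2 fold changes of 0.32 (standard error 0.12, adjusted p = 0.486) and 0.22 (standard error 0.12, adjusted p = 0.351), and G3 replicate 3 stood at 14.82 against a median of 14.58 in the other 5 pups. Gsta5, another glutathione transferase, was 14.62 ± 0.29 (SD, n = 6) in G1, with log2 fold changes of 0.11 (standard error 0.13, adjusted p = 0.796) and −0.02 (standard error 0.12, adjusted p = 0.959). Over all probes none of these genes passed in either group with every pup kept, and Aldh9a1 passed in G3 without G1 replicate 6 (adjusted p = 0.0183 from limma, the lowest of its alternatives, which reach 0.643). Adjusted over the list alone, the genes named by the study, Aldh9a1 passed in G2 (0.0488) and G3 (0.0127) and Gstm1 in G2 (0.0430), which is not independent evidence. The study's AhR pathway holds 4 genes, these and Nfix, too few for a test as a group.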

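Cyp4a1, a fatty acid omega-hydroxylase, had a log2 expression of 9.08 ± 0.15 (SD, n = 6) in G1, with log2 fold changes of 0.55 (standard error 0.08, adjusted p = 0.0975 from limma) in G2 and 0.34 (standard error 0.15, adjusted p = 0.247) in G3. Its second probe gave 0.83 and 0.87 and did not pass either (adjusted p = 0.467 and 0.122). Cyp2c11, the male-biased cytochrome that stands for CYP2C here, was 8.69 ± 0.54 (SD, n = 6) in G1, with log2 fold changes of 0.40 (standard error 0.27, adjusted p = 0.638) and 0.88 (standard error 0.34, adjusted p = 0.201). Of the cytochromes P450 that the study names as 2-fold changed, 6 of 6 were above G1 in G2 (camera, adjusted p = 5.61e-06; adjusted p = 0.0131 with an estimated correlation). Cyp4a3 passed over all probes, and 3 were higher when adjusted over the list alone. In G3, 3 were above and 3 below G1, none passed over all probes, 1 was higher when adjusted over the list alone, and the list did not pass (adjusted p = 0.296). Among those below, Cyp3a23-3a1 is counted by its brighter probe (−0.07), and its dimmer probe was at 1.25. The list comes from these pups and is not independent evidence. Cyp4a1 passed in G2 without G2 replicate 5 (adjusted p = 0.0453 from limma) or G1 replicate 6 (0.0494), and its adjusted p ran from 0.0222 to 0.960 over its alternatives.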

Six CYPs (*CYP2C, CYP2C7, CYP3A23/3a1, CYP4A1, CYP4A3,* and *CYP7A1*) were 2-fold differentially expressed in our study (Table 3). According to current knowledge, these cytochromes are targets of several nuclear receptors. CAR may participate in the induction of *CYP2C* (Gerbal-Chaloin et al. 2002), *CYP2C7* (Chen et al. 2003), and *CYP3A23* (Sueyoshi and Negishi 2001). These three CYPs can be induced by PXR (Kliewer et al. 2002). *CYP4A3* and *CYP4A1* are known to be regulated by peroxisome proliferator-activated receptor alpha (PPARα) (Kroetz et al. 1998). Finally, multiple mechanisms are involved in the control of *CYP7A1* transcription, and a variety of transcription factors and nuclear receptors participate in the sophisticated regulatory networks (Gilardi et al. 2007), including PXR, liver X receptor alpha (LXRα), farnesoid X receptor, and CAR. The common feature of all these receptors is that they represent the dimerization partners for RXRs. 

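Of the 10 genes that the study places in LPS/IL-1-mediated inhibition of RXR function, 10 were above G1 in G2 (camera, adjusted p = 7.53e-07; adjusted p = 0.0131 with an estimated correlation). Of its 7 genes of PXR/RXR activation, 7 were above G1 in G2 (adjusted p = 1.81e-05; adjusted p = 0.0132 with an estimated correlation), and of its 8 genes of xenobiotic metabolism signaling, 8 were (adjusted p = 1.24e-04; adjusted p = 0.0264 with an estimated correlation). Over all probes 1 gene passed in each of the first groups, Cyp4a3 and G6pc1, and none in the last. Adjusted over the list alone, 3, 4 and 1 genes were higher in G2. Sult1b1, a sulfotransferase of thyroid hormones and phenols, had a log2 fold change of 0.35 (standard error 0.31, n = 6, adjusted p = 0.720 from limma) in G2 and 0.98 (standard error 0.31, n = 6, adjusted p = 0.135) in G3, where it passed without G1 replicate 6 (0.0340; from 0.0315 to 0.668 over its alternatives). In G3, 6 of 10, 4 of 7 and 5 of 8 genes of the groups were above G1, none passed over all probes, and adjusted over the list alone 3 of each were higher and 1 of PXR/RXR activation was lower. The RXR and xenobiotic groups passed in G3 (adjusted p = 0.0493 and 0.0345), calls lost with an estimated correlation (adjusted p = 0.224 and 0.240 with an estimated correlation), with dim probes left out (0.136 and 0.0988) and, for the RXR group, without G3 replicate 2 (0.0566). PXR/RXR activation did not pass there (0.106). In all of these groups Cyp3a23-3a1 is counted by its brighter probe (−0.07 in G3), and its dimmer probe was at 1.25 there. The study chose these groups on the same pups, so their direction is not independent evidence.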

In context of RXR pathway, a number of genes were significantly overexpressed at the smallest ever studied exposure doses of BDE-47, 0.002 mg/kg BW. The direct interaction of PBDE with RXR or upstream mechanisms of RXR induction cannot be excluded in light of this evidence. The possibility of direct interaction of xenobiotics with RXRs was recently demonstrated (Alsop et al. 2003; Li et al. 2008) as well as possibility of induction of PPAR and LXR pathways by RXR-selective ligands (le Maire et al. 2009; Mukherjee et al. 1997).

Regulation of several CYPs consistent with activation of PXR may affect concentrations of molecules important for the regulation of the physiological functions of an organism. Thus, according to the enriched PANTHER biological processes, steroid-hormone metabolism was altered in the rat offspring exposed to BDE-47. Two genes activated by PXR, *CYP3A23* and *UGT1A1*, are involved in testosterone hydroxylation and glucuronidation, respectively. These reactions result in products that are more polar, water soluble, and more easily excreted from the body than the parent compound (Bélanger et al. 2003). 

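Ugt1a1, the glucuronosyltransferase that conjugates bilirubin and steroids, had a log2 expression of 9.59 ± 0.84 (SD, n = 6) in G1, 10.50 ± 0.36 (SD, n = 6) in G2 and 10.77 ± 0.31 (SD, n = 6) in G3. Its log2 fold change was 0.90 (standard error 0.35, adjusted p = 0.486 from limma) in G2 and 1.18 (standard error 0.34, adjusted p = 0.115) in G3, with 4 of 6 and 5 of 6 pups above all control pups. It passed in G3 without G1 replicate 6 (adjusted p = 0.0306 from limma; from 0.00720 to 0.626 over its alternatives). Cyp3a23-3a1, a testosterone 6-beta-hydroxylase, has probes that differ. The brighter probe, at 13.39 ± 0.28 (SD, n = 6) in G1, did not pass in G2 (adjusted p = 0.787) or G3 (adjusted p = 0.828). The dimmer probe had log2 fold changes of 1.03 (standard error 0.41, adjusted p = 0.486) in G2 and 1.25 (standard error 0.34, adjusted p = 0.101) in G3 and did not pass either.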

Increased testosterone excretion may be responsible for the impairment of sexual development observed in the PBDE-exposed rats, namely, decreased sperm count, feminization of sexually dimorphic behavior, and decreased anogenital distance in rat male offspring (Kuriyama et al. 2005; Lilienthal et al. 2006). The anogenital distance was significantly decreased on PND 66 in the male offspring exposed to 0.2 mg/kg BW BDE-47 from the same litters studied herein (Suvorov and Takser 2008a).

Activation of PXR may be responsible as well for down-regulation of CYP7A1, the rate-limiting enzyme of bile-acid biosynthesis from cholesterol, in G3. In G2, the same enzyme was slightly overexpressed. This nature of nonlinear dose–response expression of *CYP7A1* is unclear and probably relates to the sophisticated network of receptors and transcription factors involved in its regulation (Gilardi et al. 2007).

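Cyp7a1 in G2 lay 0.04 above G1 on the log2 scale (standard error 0.30, n = 6, adjusted p = 0.977 from limma), less than the spread between pups (exact two-sided permutation test, p = 0.874). It was above G1 in males (0.29) and below it in females (−0.20), and it was −0.16 without G1 replicate 3. In G3 the log2 fold change was −1.76 in males and −0.34 in females, and the difference between the sexes did not pass over the 79 genes named in the text (adjusted p = 0.139 from limma). Genes of bile acid synthesis and transport were higher in G2, with 13 of 17 above and 4 below G1, none past the test over all probes and Abcb4 higher when adjusted over the list alone (camera, adjusted p = 0.00379; adjusted p = 0.0525 with an estimated correlation). Abcb4, the exporter of phosphatidylcholine into bile, had log2 fold changes of 0.61 (standard error 0.09, adjusted p = 0.0975 from limma) in G2 and 0.50 (standard error 0.14, adjusted p = 0.109) in G3, and its second probe, near the lower end of the scale, was at 0.01 in both. In G3, 12 genes were above and 5 below G1, none passed over all probes, and 3 were higher and 1 lower when adjusted over the list alone (camera, adjusted p = 0.0345; adjusted p = 0.224 with an estimated correlation). Hsd17b4, which shortens bile acid side chains in peroxisomes, was at 0.19 (standard error 0.04, adjusted p = 0.0584 from limma) in G3, and passed without G1 replicate 6 (0.0182, the lowest of its alternatives, which reach 0.605). The list call was lost within females in both groups (0.199 and 0.155), and in G3 with dim probes left out (0.172) and without G3 replicate 2 (0.0761), the male pup with muscle transcripts.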

The next major finding consists of activation of a number of metabolic pathways, including metabolism of lipids, carbohydrates, and amino acids. In fact, up-regulation of glucose-6-phosphate phosphatase (G6PC) causes uptake of glucose and its retention in cytoplasm. 

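G6pc1 was 13.08 ± 0.51 (SD, n = 6) in G3, a log2 fold change of 1.23 (standard error 0.23, adjusted p = 0.0584 from limma), with all 6 pups above the control pups (exact two-sided permutation test, p = 0.00216). It was called in G2 against the same control pups, so this separation is not independent evidence. Genes of gluconeogenesis and the fasting response rose in G2, with 10 of 15 measured above and 5 below G1 (camera, adjusted p = 0.0170), a call lost with an estimated correlation (adjusted p = 0.109 with an estimated correlation) and within females (0.218). G6pc1 was the 1 member past the test over all probes, and 5 were higher and 1 lower when adjusted over the list alone. Pck1, the enzyme that commits oxaloacetate to glucose, had a log2 fold change of 0.78 (standard error 0.21, n = 6, adjusted p = 0.419 from limma) in G2 and 0.37 (standard error 0.30, adjusted p = 0.553) in G3. The tyrosine aminotransferase Tat was at 0.54 (standard error 0.17) and −0.05, and Pdk4, which spares pyruvate from oxidation, at 0.37 (standard error 0.14) and 0.45 (standard error 0.14). In G3 the list had 9 members above and 6 below G1, none past the test over all probes and 1 higher when adjusted over the list alone, and it did not pass (adjusted p = 0.106). In G3 G6pc1 passed with a variance prior that follows mean expression (0.0257), with all 3 groups fitted together (0.0179) and without dim probes (0.0386). It also passed without G1 replicate 6 (0.0242; from 3.14e-04 to 0.596 over its alternatives), as Pdk4 did (0.0429; up to 0.658).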

Overexpression of *G6PC* corresponds to the previously reported (Suvorov et al. 2009) observation of increased recovery rate of blood glucose levels after oral glucose administration in exposed rats compared with controls. 

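Slc3a2 lay above all control pups in 6 of 6 pups of G2 and in 4 of 6 pups of G3, where its log2 expression was 11.29 ± 0.26 (SD, n = 6). Within the sexes, its log2 fold change in G3 was 0.86 in males and 0.19 in females (n = 3 each), and in G2 it was 0.99 in males and 0.73 in females. In G2 it passed over all probes with a variance prior that follows mean expression (adjusted p = 0.0410 from limma) and with dim probes left out (0.0395), and over its alternatives the adjusted p ran from 2.65e-04 to 0.960.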

SLC3A2, responsible for the starch hydrolysis with dextrin production, which hydrolyzes further into glucose, is overexpressed as well. Further, *LOC500506* is upregulated. This gene is similar to another key enzyme, glyceraldehyde-3-phosphate dehydrogenase (GAPDH), which catalyzes the first reaction of the “payoff” phase of glycolysis. Two enzymes responsible for lactate transformation into acetyl-CoA are up-regulated as well. 

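Ldha, the lactate dehydrogenase subunit that interconverts lactate and pyruvate, had a log2 expression of 12.69 ± 0.45 (SD, n = 6) in G1, with log2 fold changes of 0.62 (standard error 0.20, adjusted p = 0.465 from limma) in G2 and 0.83 (standard error 0.19, adjusted p = 0.0744) in G3. It lay above all control pups in 4 of 6 pups of G2 and in 5 of 6 of G3. In G3 Pfkl, the liver phosphofructokinase, was at −0.44 (standard error 0.10, adjusted p = 0.0672) and Pklr, the liver pyruvate kinase, at −0.70 (standard error 0.22, adjusted p = 0.126). Without G1 replicate 6 all 3 passed in G3 (adjusted p = 0.0114 for Ldha, 0.0181 for Pfkl and 0.0378 for Pklr; up to 0.716 over their alternatives). Of 18 measured genes of glycolysis, 6 were above and 12 below G1 in G3, none passed over all probes, 1 was higher and 2 lower when adjusted over the list alone, and the list did not pass (camera, adjusted p = 0.560). In G2, 10 were above and 8 below, none passed over all probes or when adjusted over the list alone, and the list did not pass (adjusted p = 0.751), with a median above 0 and a mean and test below it.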

Finally, alternative α and ω pathways of oxidation of fatty acids are activated in the exposed groups of rats (Table 3). 

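Genes that PPARα regulates and genes of fatty acid oxidation rose as a group in G2, and in G3 at the preset correlation between genes, there mostly in males. In G2, 25 of 30 measured were above and 5 below G1 (camera, adjusted p = 2.50e-10; adjusted p = 0.0131 with an estimated correlation). Cyp4a3 and Crot passed over all probes, and 11 were higher and 1 lower when adjusted over the list alone. In G3, 24 were above and 6 below G1 (camera, adjusted p = 7.28e-06), none passed over all probes, and 9 were higher and 1 lower when adjusted over the list alone. That call was lost with an estimated correlation (adjusted p = 0.240 with an estimated correlation). The median log2 fold change of the 30 genes in G3 was 0.32 in males and 0.04 in females, with 26 larger in males (camera on the interaction, a test chosen after the result was seen, adjusted p = 9.78e-10; adjusted p = 0.00190 with an estimated correlation). Without the male pup G3 replicate 2, which carried muscle transcripts, the median in males was 0.36 and 26 were larger in males (adjusted p = 1.04e-08; adjusted p = 0.00541 with an estimated correlation), and the list still passed in G3 (adjusted p = 3.27e-04). Cyp4a2, a fatty acid omega-hydroxylase at 8.90 ± 0.35 (SD, n = 6) in G1, had log2 fold changes of 1.08 (standard error 0.18, adjusted p = 0.139 from limma) in G2 and 1.06 (standard error 0.21, adjusted p = 0.0584) in G3. In G3 Cyp4a3 was at 0.98 (standard error 0.22, adjusted p = 0.0681), Crot at 0.90 (standard error 0.14, adjusted p = 0.0576) and Etfdh, which passes electrons from fatty acid oxidation to ubiquinone, at 0.42 (standard error 0.08, adjusted p = 0.0584). Hadhb, of the mitochondrial trifunctional protein, and Cd36, a fatty acid transporter, both chosen after their values were seen, were at 0.61 (standard error 0.16) and 0.73 (standard error 0.19) in G2. Without G1 replicate 6, Cyp4a2, Cyp4a3, Crot and Etfdh passed in G3 (adjusted p = 0.0158, 0.0365, 0.0120 and 0.0220 from limma; from 1.56e-04 to 0.605 over their alternatives), and Crot also passed without G3 replicate 6 (0.0357).

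**Figure D3:**
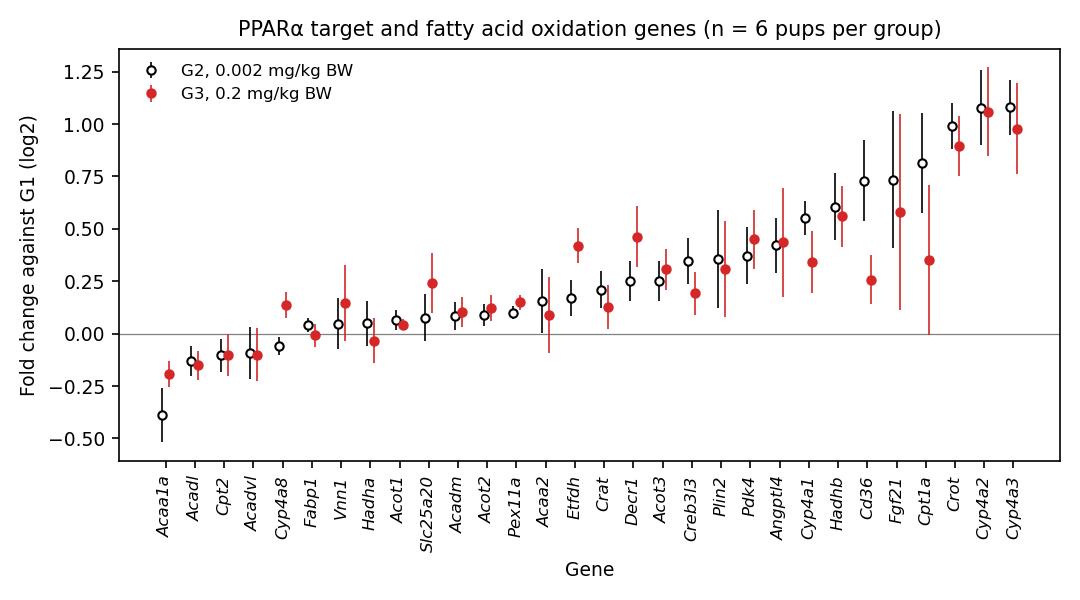
Log2 fold change against G1 (± standard error, n = 6 per group) of the 30 measured PPARα target and fatty acid oxidation genes in G2 (open) and G3 (red). In G2, 25 of them lie above 0, and in G3 24 do.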

Alteration of carbohydrate metabolism genes, along with genes involved in proton transport, was shown recently in zebrafish embryonic fibroblasts after the treatment by 6-hydroxy-2,2′,4,4′-BDE-47 (van Boxtel et al. 2008). Activation of metabolic pathways corresponds to our previous finding (Suvurov et al. 2009) of increased growth and elevated blood IGF-1 in rat offspring exposed to low doses BDE-47, using the same protocol as in the present study. In fact, IGF-1 and somatotropin are known to be powerful anabolism promoters (Scarth 2006). In this regard, it is interesting to mention that *IGFBP2* was significantly overexpressed by 2-fold in liver of both groups of exposed rats. 

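Igfbp2, which binds insulin-like growth factors, had a log2 expression of 9.30 ± 0.37 (SD, n = 6) in G1, 9.70 ± 0.42 (SD, n = 6) in G2 and 10.16 ± 0.68 (SD, n = 6) in G3. The log2 fold change was 0.41 (standard error 0.22, adjusted p = 0.541 from limma) in G2 and 0.86 (standard error 0.30, adjusted p = 0.158) in G3, with 2 of 6 and 5 of 6 pups above all control pups. Exact two-sided permutation tests of this gene alone gave p = 0.106 in G2 and p = 0.0130 in G3. In G3 the log2 fold change was 1.48 in males and 0.24 in females, and the difference between the sexes did not pass over the 79 genes named in the text (adjusted p = 0.139 from limma). The growth hormone receptor Ghr was at 0.45 (standard error 0.21, adjusted p = 0.504) in G2 and 0.50 (standard error 0.18, adjusted p = 0.164) in G3, where it passed without G1 replicate 6 (0.0284; from 0.0267 to 0.716 over its alternatives). Of 12 measured growth hormone and IGF genes, 7 were above G1 in G2 and 6 in G3. None passed over all probes or when adjusted over the list alone, and the list did not pass in G2 (camera, adjusted p = 0.360) or G3 (adjusted p = 0.820).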

IGFBP-2 demonstrates cell-surface localization, and it has been suggested that membrane-associated IGFBP-2 may concentrate the IGFs in close vicinity of their receptors, thereby increasing their mitogenic potential (Chesik et al. 2007).

## Conclusion

This study has revealed an alteration in gene expression involved in the metabolic and signaling pathways and functions of the organism after perinatal exposure of rat offspring to BDE-47 at doses relevant for general population. This analysis, based on genomic methods, yielded new information that can be used for generating a mechanistic hypothesis for further study of perinatal exposure of PDBE using traditional methods of toxicology.

## Figures and Tables

**Figure 1:**
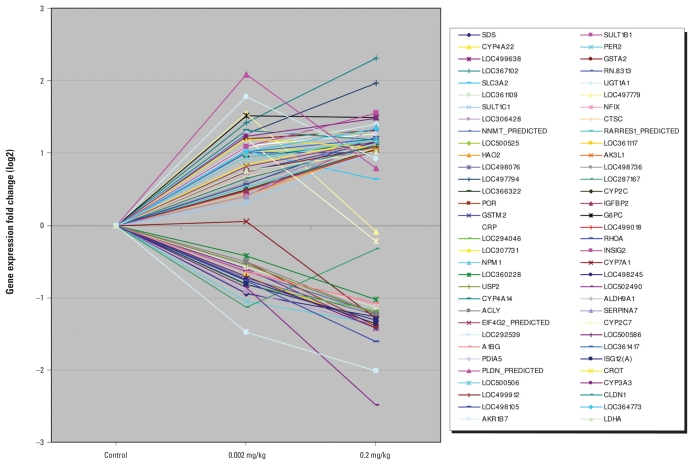
Expression of 66 genes in the livers of the control group and two groups of rats perinatally exposed to 0.2 and 0.002 mg/kg BW of BDE-47. The genes illustrated were 2-fold differentially expressed (*p* ≤ 0.05; FDR corrected) in either exposed group.

**Figure 2:**
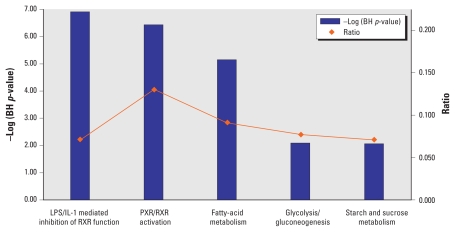
IPA generated canonical pathways enriched in the liver of rats exposed to BDE-47. Ratio, number of 2-fold differentially expressed genes that map to a pathway divided by the total number of genes in Illumina RatRef-12 annotation that map to the canonical pathway; *p*-value, probability that the association between the 2-fold differentially expressed genes and the canonical pathway can be accounted for by chance only.

**Figure 3:**
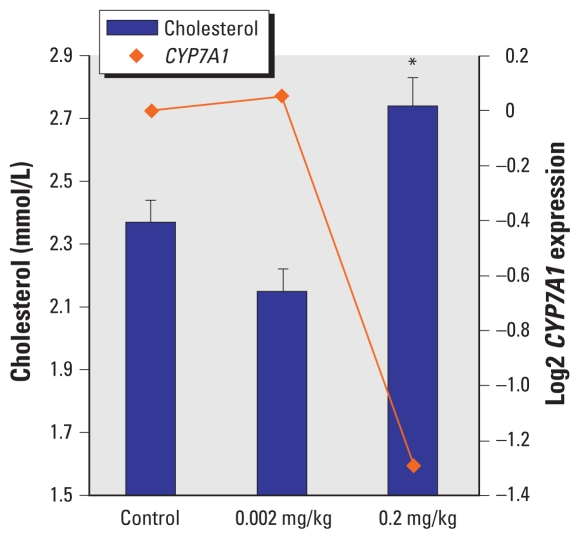
Blood level of cholesterol (mean ± SE) and *CYP7A1* expression in rat offspring exposed to low doses of BDE-47 on PND 27. *Dunnett’s *p* = 0.007

**Table 1:** Gene expression changes verified by qRT-PCR.

Gene ID	Expression fold-change (log2)				Sequence of primers used in qRT-PCR
	Illumina		qRT-PCR		
	G2^a^	G3^b^	G2^a^	G3^b^	
*AKR1B7*	−1.48	−2.02	−1.36	−1.93	TAAGCCTGAGGACCCCGTAG (F) CACGTTCCTTTGGACATGGA (R)
*POR*	−0.51	−1.39	−0.46	−1.20	ATCACCAACATGGGGGACTC (F) ACAGAACCATGTCCGTCGTG (R)
*PER2*	−1.05	−1.36	−1.21	−1.18	GCGGAAATGAAAACTGCTCC (F) CGATTCCACTAACATCCGCA (R)
*CYP7A1*	0.05	−1.29	0.13	−1.34	CGCGACAATATGTCCTGGAA (F) GGGGACACTTGACTTGGCTC (R)
*SLC3A2*	1.03	0.63	1.00	0.49	GGACACCGAAGTGGACATGA (F) CACCAGACCGTTCTTCTCCC (R)
*IGFBP2*	0.48	1.02	0.62	1.17	TTACGCTGTTACCCCAACCC (F) CACGCGTCTCTTTTCACAGG (R)
*CYP2C*	0.49	1.05	0.35	1.30	AGGAAAAGCACAATCCGCAG (F) TTTCAGCAGCAGCAGGAGTC (R)
*CLDN1*	0.65	1.11	0.55	1.25	GGCTATGAGGGTCTTGGCTG (F) TCGCCCATTTGAGTGTCATC (R)
*RHOA*	0.57	1.22	0.71	1.41	CAAGGACCAGTTCCCAGAGG (F) CCAACTCTACCTGCTTCCCG (R)
*CYP3A23*	1.22	1.48	1.10	1.68	GAAAGGCAAACCTGTCCCTG (F) GGATCCTTCGGGTTGTTGAG (R)
*G6PC*	1.52	1.50	1.65	1.63	CTACACCCTTTGCCAGCCTC (F) TTGCAGCTCTTGCGGTACAT (R)
*INSIG2*	1.09	1.55	1.01	1.48	TGGCCCCTACATTTCCTCTG (F) CAGGAACACGCCAATGAAGA (R)

Abbreviations: F, forward; R, reverse.

a Group exposed to 0.002 mg/kg BW BDE-47.

b Group exposed to 0.2 mg/kg BW BDE-47.

**Table 2:** Gene ontology analysis using PANTHER.

	0.002 mg/kg BW BDE-47		0.2 mg/kg BW BDE-47	
Molecular function	No. of genes	*p*-Value^a^	No. of genes	*p*-Value^a^
Transferase	3	9.07 × 10^−5^	9	5.86 × 10^−3^
Oxidoreductase	7	2.16 × 10^−5^	13	2.21 × 10^−7^
Oxygenase	5	1.80 × 10^−5^	6	2.65 × 10^−4^
Biological process				
Carbohydrate metabolism	3	3.00 × 10^−1^	8	1.59 × 10^−3^
Electron transport	5	1.38 × 10^−4^	7	3.23 × 10^−4^
Lipid, fatty acid, and steroid metabolism	9	1.28 × 10^−7^	12	9.37 × 10^−6^
Fatty acid metabolism	6	1.55 × 10^−6^	5	1.86 × 10^−2^
Steroid metabolism	4	4.39 × 10^−3^	7	1.76 × 10^−4^
Steroid-hormone metabolism	2	1.79 × 10^−1^	4	1.96 × 10^−3^

a Bonferroni corrected.

**Table 3:** IPA generated canonical pathways significantly enriched in liver samples obtained from rats perinatally exposed to BDE-47.

Ingenuity canonical pathways	Log (BH *p*-value)	Ratio	Genes
Signaling pathways			
LPS/IL-1 mediated inhibition of RXR function	1.22 × 10^−7^	7.10 × 10^−2^	*ALDH9A1, CYP2C, CYP2C7, CYP3A23, CYP4A1, CYP4A3, CYP7A1, GSTA5, GSTM1, SULT1B1*
PXR/RXR activation	3.60 × 10^−7^	1.30 × 10^−1^	*CYP2C, CYP2C7, CYP3A23, CYP7A1, G6PC, GSTM1, UGT1A1*
Xenobiotic metabolism signaling	2.80 × 10^−5^	4.88 × 10^−2^	*ALDH9A1, CYP2C, CYP2C7, CYP3A23, GSTA5, GSTM1, SULT1B1, UGT1A1*
AhR signaling	1.10 × 10^−2^	3.88 × 10^−2^	*GSTM1, NFIX, GSTA5, ALDH9A1*

Metabolic pathways			
Lipid metabolism			
Fatty acid metabolism	7.33 × 10^−6^	9.10 × 10^−2^	*ALDH9A1, CYP2C, CYP2C7, CYP3A23, CYP4A1, CYP4A3, SDS*
Arachidonic acid metabolism	3.96 × 10^−4^	6.94 × 10^−2^	*CYP2C, CYP2C7, CYP3A23, CYP4A11, CYP4A3*
Bile acid biosynthesis	2.86 × 10^−3^	1.15 × 10^−1^	*CYP3A23, CYP7A1, ALDH9A1*
Linoleic acid metabolism	1.42 × 10^−2^	5.56 × 10^−2^	*CYP2C, CYP3A23, CYP2C7*
Metabolism of cofactors and vitamins			
Metabolism of xenobiotics by CYP	2.80 × 10^−5^	8.10 × 10^−2^	*CYP2C, CYP2C7, CYP3A23, GSTA5, GSTM1, UGT1A1*
Carbohydrate metabolism			
Glycolysis/gluconeogenesis	8.29 × 10^−3^	7.70 × 10^−2^	*G6PC, LDHA, ALDH9A1*
Propanoate metabolism	8.68 × 10^2^	7.32 × 10^−2^	*SDS, LDHA, ALDH9A1*
Amino acid metabolism			
Tryptophan metabolism	8.60 × 10^−4^	5.88 × 10^−2^	*ALDH9A1, CYP2C, CYP2C7, CYP3A23, SDS*
Cysteine metabolism	1.89 × 10^−3^	1.30 × 10^−1^	*SDS, SULT1B1, LDHA*
Metabolism of complex carbohydrates			
Starch and sucrose metabolism	8.68 × 10^−3^	7.14 × 10^−2^	*G6PC, UGT1A1, SLC3A2*

How the deposited data were processed for this re-analysis (not part of the article)

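Liver RNA of 18 pups sacrificed on PND 27 was measured on Illumina RatRef-12 BeadChips, 1 array per pup, with 6 pups (3 males and 3 females) in each of G1 (vehicle), G2 (0.002 mg/kg BDE-47) and G3 (0.2 mg/kg). The dams, 3 per group, were injected every 5 days from GD 15 to PND 20. The expression values are on a log2 scale as deposited, after the authors had preprocessed and normalized the raw intensities with lumi in FlexArray 1.2. The lumi version and the normalization method are not given in the sources used here. The deposited table holds 22523 probes in 18 columns with no missing value, and no detection p, bead number or background. No 2 columns are identical, and the values of the same rank in the 18 arrays have a median SD of 0.00204 (largest 0.0789). Probes were matched to rat gene symbols through the RefSeq table of GRCr8, which held 13752 of the probes that carry a symbol, and 8730 probes carry no single symbol and are counted without a name. Of the 13337 genes, 425 have several probes, and the probe with the highest mean over all 18 arrays stands for the gene.

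The values were used without further transformation or filter. Differences between groups were tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, two-sided), with statmod 1.5.0 for array weights. Each exposed group was compared with G1, and G3 with G2, on the 12 arrays of the 2 groups with the sexes pooled and no covariate. The p-values were adjusted by Benjamini-Hochberg over all probes. A probe was called at an adjusted p of at most 0.05 and a change of at least 2-fold on the deposited scale, the thresholds that the paper states. The paper's two-sample Bayesian t-test was not run. An F-test over the 3 groups, a test of males against females and an interaction of sex and exposure used all 18 arrays and an adjusted p of 0.05. Single genes were also tested by exact two-sided permutation of 6 pups against 6, and relations across genes by 100000 permutations. Adjusted p-values of single genes come from limma throughout, and those of gene lists from camera in limma, which takes a correlation between genes of 0.01 and was adjusted over the 40 lists with at least 5 measured genes. Members of a list were also counted when adjusted over the list alone.

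The lists number 45. They cover targets of AhR, of CAR and PXR, of PPARα with fatty acid oxidation, and of Nrf2, phase II transferases, bile acid synthesis and transport, cholesterol synthesis, fatty acid synthesis, gluconeogenesis and fasting, glycolysis, the circadian clock, the acute phase, interferon, growth hormone and IGF, thyroid hormone, steroid hormone metabolism, amino acid catabolism, male-biased and female-biased liver genes, cell division, fetal liver, endoplasmic reticulum stress, heat shock and oxidative phosphorylation. Cell markers cover pericentral and periportal hepatocytes, Kupffer cells and leukocytes, stellate cells, endothelium, cholangiocytes, erythroid cells and exocrine pancreas. The study's own groups (its cytochromes, its pathways of Table 3 and the genes of Table 1) were chosen by the study on these pups. Several of the other lists also hold genes that the paper names from these pups, such as Cyp2c7, Cyp4a3, G6pc1 and Per2. Those lists are not fully independent of the study. Y-linked genes, genes that escape X inactivation, the study's AhR and bile acid groups and its other genes of the text had fewer than 5 measured members and were not tested as groups.

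The genes named in the text are every gene the paper names that has a probe (their values in Table 1 had been seen), up to 10 rises and 10 falls among the called probes of each exposed group that changed the same way in both sexes, or the 5 of smallest p on a side with none called, up to 4 members of smallest p from each list, and the 10 probes of smallest p between the sexes. Genes outside this rule are marked where they stand. The labels give no litters and the replicate numbers do not pair pups across groups. A call lost with replicate number as a block can therefore come from the degrees of freedom that the block uses.

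The alternatives were a fit of all 3 groups together, a variance prior that follows mean expression (trend), probes below the median of all probes left out, quantile normalization and median centring of the arrays, sex as a covariate, replicate number as a block, array weights, males or females alone, means of a male and a female pup of a group as 1 litter over the 36 pairings of 2 groups, no fold limit, an adjusted p of 0.01, unadjusted p with the 2-fold limit, a test of only the probes past the F-test, and each pup left out in turn. The F-test picked its 42 probes on the same groups, so a pass among them is partly fixed by that choice. The lowest adjusted p of a gene over its alternatives can come from this setting, and is then no independent evidence. For the lists the alternatives were a correlation estimated for each list, 1 sex, no dim probes and the replicate block. Alternatives chosen after seeing the data were a fold limit on the scale of Table 1, the dimmer probe of Cyp3a23-3a1, the dose comparison over the genes named by the study, the interaction of sex and exposure adjusted over the genes of the naming rule above, the lists (and their response by sex) without G3 replicate 2, and Cyp4a2, a synonym in the RefSeq table, in place of Cyp4a1 for the CYP4A11 of Table 3. The steps were tested on simulated data of the same size with known changes. Blood cholesterol, the qRT-PCR measurements of single pups and the PANTHER and IPA categories are not analysed here.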

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

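The tests chosen only after the result was seen are the correlation of the clock genes within groups, the clock index by group, the covariate of 4 clock genes and its check, the control pups left out in pairs, the muscle excess of the other G3 pups, the principal component, the adjustment of the sex interaction over the genes that the naming rule gives and the splits for the lists not taken from the study.

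Of 16 measured genes of the circadian clock, 11 lay below G1 in each exposed group (camera, adjusted p = 0.0202 in G2, or 0.197 with an estimated correlation, and 0.0597 in G3), with Bmal1 above G1 by 0.11 in G2 and 0.21 in G3, Per2 at log2 fold changes of −1.15 (standard error 0.20, adjusted p = 0.0584 from limma) in G3 and −0.89 in G2, and Usp2 at −1.04 and −0.46. A clock index, with each gene standardized over the 18 pups, was the mean of Per1, Per2, Per3, Dbp, Tef, Nr1d1 and Usp2 minus the mean of Bmal1, Npas2 and Clock, and came to 1.18 ± 1.25 (SD, n = 6) in G1, −0.19 ± 0.44 (SD, n = 6) in G2 and −0.99 ± 0.68 (SD, n = 6) in G3. It was lower in G3 than in G1 (exact two-sided permutation test, p = 0.00866), in G2 than in G1 (exact p = 0.0411) and in G3 than in G2 (exact p = 0.0368). If the pups differed in clock phase at sacrifice, these 2 sets of genes would run against each other within the groups, and their correlation over the 18 pups with group means removed was −0.404 (permutation p = 0.203), or −0.321 without the 2 pups farthest from the median. Clock (7.74 to 7.89), Npas2 (7.79 to 7.93), Per3 (7.75 to 7.85) and Dbp (7.85 to 8.03) lay near the median probe of 7.84 in every pup, so noise enters both sets and a weak correlation decides nothing, and clock phase and exposure cannot be told apart, since the paper's text gives no hour of sacrifice for any pup, and differences between the litters of 3 dams per group remain open.

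G6pc1, Cyp4a3 and Crot lay above all control pups in every G2 pup, with a mean difference over the 3 genes of 1.11 (standard error 0.11). With the clock index as a covariate 92.5% of it was kept (1.02, 95% interval 0.70 to 1.35), and at 0.2 mg/kg 98.4% was kept (1.02, 95% interval 0.45 to 1.58), which decides nothing, since the noise of the clock genes near the median probe hides part of a clock effect. With the mean of Per1, Per2, Nr1d1 and Usp2 alone, whose means over the pups lay more than 0.5 above the median probe, as the covariate 98.3% was kept (1.09, 95% interval 0.76 to 1.41), but Per2 itself kept 79.0% with the other 3 as the covariate and the lowest share kept among the 100 probes with the smallest p in G2 was 54.4%, so the test could hardly come out otherwise and clock phase stays open. With 2 control pups left out in each of 15 ways, the smallest difference was 0.98 (without G1 replicates 1 and 2; 88.7% of the full difference, lower 95% limit 0.75), which decides nothing about a few low control pups, since these genes were picked for lying above all controls. The calls of the single genes are lost without most single pups, as given beside the paper's count for G2, a litter effect (3 dams per group, no litter in the labels) stays open and was not tested, and an effect of exposure is a hypothesis found and tested on the same pups.

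Skeletal muscle transcripts were high in the male pup G3 replicate 2, with Acta1 at 13.70 against a median of 7.83 in the other 5 G3 pups, and the muscle creatine kinase Ckm at 12.77 against 7.80, both genes chosen after their values were seen. This pup was the highest of all 18 for 19 of the 20 muscle markers whose values had not been looked at (95%), as muscle carried into the liver sample would give, and that is a candidate source. Of the 27 measured muscle markers, 0 had a median over the other pups more than 0.5 above the median probe, though the female pup G3 replicate 4 had Acta1 at 8.91 and Ckm at 8.38. The mean excess of the markers over the controls was 1.93 in this pup and 0.14 in the highest of the other 5 G3 pups. It was 0.02 in the highest control pup and −0.01 in the highest G2 pup. For Acta1 and for Ckm, 4 of 6 G3 pups lay above all control pups. The comparison decides nothing about exposure, since this pup was picked for standing apart from the others of its group.

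Pups that stood apart in their group by Dixon's test were found in 11 of 237 groups (79 genes in 3 groups), where chance alone, at 5% of groups, would give 11.85. Of these 11, 3 were in G3 replicate 2, the third being Tm7sf2, an enzyme of cholesterol synthesis, at 12.12 against a median of 11.80 in the other 5 pups. In G1, Nqo1 was 11.45 in replicate 2 against 10.47, Acta1 was 7.81 in replicate 3 against 7.74, Cyp3a2 was 15.46 in replicate 4 against 15.02, and the lipogenic gene Thrsp was 14.87 in replicate 5 against 15.14. In G2, Hba-a3 was 11.16 in replicate 1 against 9.87, Nnmt was 12.07 in replicate 3 against 11.44, and the clock repressor Nr1d1 was 8.77 in replicate 6 against 9.53, the last 2 chosen after their values were seen. In G3, Gstm1 was 14.82 in replicate 3 against 14.58.

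Adjusted over the 79 genes named in the text, some of them chosen after their values were seen, 6 passed the interaction of sex and exposure at 0.2 mg/kg (limma). Adjusted over the 204 genes that the naming rule gives, Cyp4a3, Crot, Acly and Gstt2 did not pass (adjusted p = 0.0759 for each), so a difference between the sexes is not shown for them. Cyp4a3 was at 1.57 in males and 0.38 in females, a difference of 1.19 (adjusted p = 0.0156), and Crot at 1.27 and 0.52, a difference of 0.76 (adjusted p = 0.0196). Cpt1a, the gate of fatty acids into mitochondria and chosen after its values were seen, was at 1.23 in males and −0.53 in females, a difference of 1.76 (adjusted p = 0.0196). Acly, which makes acetyl-CoA for lipid synthesis, was at −1.53 and −0.47, a difference of −1.06 (adjusted p = 0.0196), and Gstt2 at 0.57 and 0.22, a difference of 0.35 (adjusted p = 0.0196). Colq, the collagen tail of muscle acetylcholinesterase, also chosen after its values were seen, was at 0.33 and −0.01, a difference of 0.34 (adjusted p = 5.16e-06), and it was the 1 probe past the interaction over all probes. Among 100 splits of the sexes within groups 19 gave a count as large as that 1 (highest other 5), so chance is not excluded. At 0.002 mg/kg no probe passed the interaction in limma (883 at an unadjusted p of 0.05), and a real count of 0 leaves the splits nothing to test, since all 100 give at least as many. One of those splits called 242 probes (the highest other), which points to a structure of the samples, and its source was not tested.

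Pbdc1, on the X chromosome and outside the genes that the paper discusses, was higher in females by 0.48. Of 100 splits of the 18 arrays, 3 called as many probes as the 1 called between the sexes (highest other 1), so chance is excluded at 5% for this count taken alone.

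For the groups, 100 splits of the arrays of each comparison were drawn, the real one included. These splits take the pups as exchangeable and part littermates, so where chance is excluded below it is excluded with the pup as the unit and not with the dam, of which there were 3 per group. Each count was judged at 5% on its own, with no adjustment over the counts, so an exclusion holds only for that count taken alone. At 0.2 mg/kg, 2 splits called as many probes as the real 1 (highest other 4). As many as the 18 past the adjusted p alone were called in 3 splits (highest other 321, and 69 in another). As many as the 30 past unadjusted p and 2-fold were called in 1 split (highest other 24). Chance is excluded at 5% for each of these counts taken alone. The split that called 321 probes points to a structure of the samples, and its source was not tested. A first principal component with 31.8% of the variance gave G1 replicates 1, 2, 4 and 5 scores of 20.1, 26.2, 7.87 and 14.2, G1 replicate 3 a score of 2.87 and G1 replicate 6 a score of −6.11, against −7.92 to 5.00 in G2 and −12.7 to −4.34 in G3. Without G1 replicate 6, 1434 probes passed at 0.2 mg/kg in place of 18, and 38 of them were at least 2-fold apart. At 0.002 mg/kg, 1 split called as many as the real 2 (highest other 0) and 1 as many as the 3 past the adjusted p alone (highest other 1), so chance is excluded for these, while 7 gave as many as the 9 past unadjusted p and 2-fold (highest other 13), where chance is not excluded. For G3 against G2, 1 split gave as many as the 4 past the adjusted p (highest other 2), so chance is excluded, and 6 as many as the 5 past unadjusted p and 2-fold (highest other 7), where chance is not excluded. For the real 0 past 2-fold there (limma, 2132 probes at an unadjusted p of 0.05) the splits test nothing, since all 100 give at least as many (highest other 1). The F-test over the groups called 42 probes, as many as in 1 split (highest other 1), so chance is excluded. Of the gene lists, 8 passed at 0.2 mg/kg, as many as in 10 splits (highest other 13), and 5 in G3 against G2, as many as in 29 (highest other 13), where chance is not excluded. At 0.002 mg/kg 17 passed, as many as in 2 splits (highest other 17), which decides nothing, since lists of genes that the study chose on the real groups are among the 17. Of the lists not taken from the study, adjusted without the others, 8 passed at 0.002 mg/kg, as many as in 4 splits (highest other 9). This too decides nothing, since these lists hold genes that the paper names from the same pups, such as Cyp4a3, G6pc1 and Per2. Of these lists 5 passed at 0.2 mg/kg, as many as in 24 splits (highest other 12), and 5 in G3 against G2, as many as in 35 (highest other 13), where chance is not excluded.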

How the results depend on the processing

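The tests chosen only after the result was seen are the fold limit on the scale of Table 1, the lists without G3 replicate 2 or with Cyp4a2 for CYP4A11, the dimmer probe of Cyp3a23-3a1, the sex interaction over the genes of the naming rule and the dose comparison over the genes named by the study. The 18 probes past the adjusted p at 0.2 mg/kg became 1434 without G1 replicate 6. The cause was not tested for this or for the counts below, except where an alternative tests fewer pups or fewer probes by construction. The number of arrays limits the precision of each value, and 73.6% of the probes lay within 0.5 of the median probe. On simulated data of the same size, the self-test called 94% of the probes changed by a log2 of 1 at 0.2 mg/kg and 98% at 0.002 mg/kg, with 5.64% and 9.77% of the calls on unchanged probes. Its noise was independent between probes and pups, so these shares do not give the power in the real data. There, 34 probes were at least 2-fold apart at 0.2 mg/kg and 1 was called.

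Calls at 0.2 mg/kg (1 probe, limma) were 17 with all 3 groups fitted together, 13 with a variance prior that follows mean expression, 10 with dim probes left out, 9 with array weights and 4 for probes past the F-test, each of which kept the call of Por (1 shared). They were 18 with no fold limit, 30 at unadjusted p with the 2-fold limit, 59 (38 higher, 21 lower) at unadjusted p with the fold limit on the scale of Table 1 and 23 with that limit and the variance prior. They were 0 with replicate number as a block (smallest adjusted p 0.146), in males only, in females only and at an adjusted p of 0.01, from 0 to 13 over the pairings into litters, and from 0 to 38 without 1 pup (38 without G1 replicate 6, 3 without G3 replicate 6). Quantile normalization and median centring gave 1, and sex as a covariate gave 1 probe that is not Por. Calls at 0.002 mg/kg (2 probes) were 0 with all 3 groups fitted together, after quantile normalization, with replicate number as a block (smallest adjusted p 0.0980), in males only, in females only and at an adjusted p of 0.01. They were 1 with sex as a covariate and with array weights, 9 at unadjusted p with the 2-fold limit, 20 and 6 with the fold limit on the scale of Table 1 at unadjusted p and with the variance prior, from 0 to 3 over the pairings into litters and from 0 to 3 without 1 pup. For G3 against G2 (0 in limma, with 2132 probes at an unadjusted p of 0.05) they were 4 with no fold limit, 5 at unadjusted p with the 2-fold limit and 1 at most over the pairings, and 0 under the other alternatives.

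The F-test (42 probes) called 68 with the variance prior, 143 with dim probes left out and 146 with array weights, and from 30 to 39 after quantile normalization, median centring or with sex as a covariate. Between the sexes (1 probe) 0 passed in the control pups alone, 890 at an unadjusted p of 0.05 and from 1 to 2 without 1 pup (2 without G1 replicate 4). For sex by exposure 936 probes at 0.2 mg/kg and 883 at 0.002 mg/kg passed an unadjusted p of 0.05, and adjusted over the 204 genes of the naming rule 0 passed in limma at either dose.

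Of 40 gene lists, 8 passed at 0.2 mg/kg, 17 at 0.002 mg/kg and 5 in G3 against G2. With an estimated correlation 0, 7 and 0 did. At 0.2 mg/kg 13 passed in males only, 2 with dim probes left out, 5 without G3 replicate 2 and 9 with Cyp4a2 read for CYP4A11. In G3 against G2, 8 passed in females only and 3 with dim probes left out. The share of genes with the larger change at 0.2 mg/kg (33.3% of the 3 called) was 76.5% for probes past unadjusted p and 2-fold, 66.7% in males only and 66.7% in females only, and 58.3% for the genes named by the study. Cyp7a1 at 0.2 mg/kg passed at an unadjusted p of 0.05 (−1.05, unadjusted p = 0.0239 from limma; adjusted p from 0.0836 to 0.760 over its alternatives), and at 0.002 mg/kg its 0.04 was −0.20 in females only and from −0.16 (without G1 replicate 3) to 0.18 without 1 pup. The correlation with Table 1 stayed on the same side under each alternative (r from 0.887 to 0.996).

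Over the single genes and lists, 2704 comparisons with an alternative stayed on their side of the threshold, 276 passed only under the alternative in the same direction, 140 passed only without it, and 85 changed sign while past the threshold in neither. A further 4 list results changed direction, and the cause was not tested. Cell division genes, higher at 0.2 mg/kg, pointed down in females only (adjusted p = 0.942 from camera), and in G3 against G2 they were higher in males only (0.0164) and lower in females only (0.00612). In G3 against G2 PPARα targets were higher in males only (0.00121) and lower in females only (0.0168), and interferon genes at 0.002 mg/kg were lower in males only (0.00974) and higher in females only (0.00364). Over their alternatives these 4 ran from 4.96e-04 to 0.988. Probe values are log2 as deposited, so the alternative for linear values was not run.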

Differences from the paper's values

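The tests chosen only after the result was seen are the scale of Table 1, the fold limit on that scale and the dimmer probe of Cyp3a23-3a1.

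The array values that the paper prints in Table 1 were 1.20 times the log2 fold changes computed here (median ratio over 23 values, range 1.18 to 1.23), with r = 1.00 over 24 values when the dimmer probe of Cyp3a23-3a1 is used. After multiplication by this ratio the largest difference was 0.0296, so the printed values are on another scale, on which a 2-fold limit stands at a log2 change of 0.83 here. Of the 24 values, 23 have the same sign here and 2 differ. For Cyp3a23-3a1 the paper's value at 0.002 mg/kg is 1.22, and the brighter probe gave 0.12 (0.14 on the printed scale). At 0.2 mg/kg the paper's value is 1.48, and the brighter probe gave −0.068 (−0.08 on the printed scale). All 12 of the alternatives set before the data were examined also differ, with values from −0.01 to 0.25 at 0.002 mg/kg and from −0.26 to 0.12 at 0.2 mg/kg. The dimmer probe, chosen after seeing the values, gave 1.03 and 1.25 and does not differ, and it drops none of the other genes of Table 1.

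A count is taken to differ when one is more than 1.5 times the other. The thresholds were those that the paper states, an adjusted p of 0.05 and 2-fold. The fold limit was taken on the deposited scale, and limma stood in place of the paper's two-sample Bayesian t-test, so the counts are not fully alike. The paper's count of genes lower in G3 is 22 and 1 was called here. Its count of genes higher in G3 is 38 and 0 were called here (limma, with 4183 probes at an unadjusted p of 0.05, of which 13 were at least 2-fold higher). In G2 the paper's count of genes lower is 3 and 0 were called here (1 at an unadjusted p and 2-fold in limma), and the paper's count of genes higher is 18 and 2 were called here. Of 28 alternatives set before the data were examined, all differ from the paper for the genes higher in G3 (from 0 to 25) and in G2 (from 0 to 8) and for the genes lower in G2 (from 0 to 1). For the genes lower in G3, all differ except an unadjusted p with the 2-fold limit, which gave 17, within 1.5 times of 22. An unadjusted p of 0.05 with the fold limit on the scale of Table 1, chosen after seeing the values, gave 38 higher and 21 lower in G3 and 17 higher and 3 lower in G2, each within 1.5 times of the paper's count. Of the 24 genes with a probe that the paper names, each taken by its brightest probe, that setting drops 5 (Cyp3a23-3a1, Cyp4a1, Gsta5, Gstm1 and Ldha). The second probes of Cyp3a23-3a1 (1.03 in G2 and 1.25 in G3) and Cyp4a1 (0.833 and 0.872) reach its fold limit of 0.832. Ldha falls just short of it in G3 (0.831). With the same fold limit, a variance prior that follows mean expression and an adjusted p, 13 were higher and 10 lower in G3 and 5 higher and 1 lower in G2, which differ.

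Several settings call genes that the paper calls and that were not called in G3 with all pups and 1 variance prior. Per2 and G6pc1 were called with all 3 groups fitted together, with a variance prior that follows mean expression, with dim probes left out, with array weights and among probes past the F-test. Insig2 was called with all 3 groups fitted together (adjusted p = 0.0364 from limma; up to 0.556 over its alternatives), and Rhoa with the variance prior (0.0468) and with dim probes left out (0.0452; up to 0.556). Without G1 replicate 6, Per2, G6pc1, Rhoa, Cldn1, Aldh9a1, Sult1b1 and Ugt1a1 were called in G3, and without G3 replicate 6 Cldn1 was. G1 replicate 6 is the control pup nearest to G3 on the first principal component. Means of a male and a female pup as 1 litter called Per2, G6pc1, Insig2 and Ugt1a1 under at least 1 of the pairings. At unadjusted p with the 2-fold limit 9 of the 24 named genes passed in G3 and 3 in G2, and at unadjusted p with the fold limit on the scale of Table 1 these were 16 and 9.

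The paper found no gene different between males and females, and here Pbdc1 differed by 0.48 (adjusted p = 7.26e-05 from limma). It gives Igfbp2 as significantly 2-fold higher in both exposed groups, with 0.48 and 1.02 in Table 1. Here Igfbp2 was at 0.41 (adjusted p = 0.541) in G2 and 0.86 (adjusted p = 0.158) in G3, or 0.49 and 1.03 on the printed scale, so the values match Table 1 and the calls differ. Of the cytochromes that it gives as 2-fold changed, Cyp4a3 was called here, and Cyp4a1, Cyp7a1, Cyp2c7, Cyp2c11 and Cyp3a23-3a1 were not. Gstm1, Gsta5 and Aldh9a1, which it gives as changed, were at 0.32, 0.11 and 0.76 in G2 and 0.22, −0.02 and 0.93 in G3 and were not called. Slc3a2, Cyp2c7 and Hba-a3, which it gives as changed in G2 alone, were at 0.86, 0.97 and −0.96 there and were not called. It gives monotonic responses for most changed genes, and of the 3 genes called here 1, Por, had the larger change at 0.2 mg/kg and the other 2 were not shown to differ between the doses, though among the 24 genes the paper names 14 had the larger change at 0.2 mg/kg, Por alone of them shown to differ between the doses.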

Other observations

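The tests chosen only after the result was seen are those of the lists by sex and of the lists without G3 replicate 2.

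Cholesterol synthesis genes were lower in G3 than in G2, with 15 of 17 measured below, Sc5d past the test over all probes and 4 lower when adjusted over the list alone (camera, adjusted p = 1.30e-04; adjusted p = 0.291 with an estimated correlation). Against G1 the list did not pass in G3 (adjusted p = 0.0712), with 10 of 17 below, Sc5d lower over all probes and 6 lower when adjusted over the list alone, or in G2 (adjusted p = 0.970). Mvd, the decarboxylase of the mevalonate pathway, was at −0.74 in G3 (standard error 0.15, n = 6, adjusted p = 0.0584 from limma) and −0.44 in G2, and Sqle, a monooxygenase of squalene chosen after its values were seen, at −0.30 in G3. Tm7sf2 was at −0.55 in G3 (standard error 0.13, adjusted p = 0.0797), and its second probe was at 0.84 (standard error 0.42, adjusted p = 0.315). Fatty acid synthesis genes were also lower in G3 than in G2, with 11 of 14 below and none past the test over all probes or adjusted over the list alone (camera, adjusted p = 0.00967; adjusted p = 0.380 with an estimated correlation), a call lost in females only (0.318). Against G1 that list did not pass in G3 (adjusted p = 0.145), with 9 of 14 below and 3 lower and 1 higher when adjusted over the list alone, or in G2 (adjusted p = 0.895). In G3 Acly was at −1.0 (standard error 0.20, adjusted p = 0.0584 from limma), the desaturase Fads2 at −0.58 (standard error 0.19, adjusted p = 0.134) and Thrsp at −0.47 (standard error 0.15, adjusted p = 0.126). Without G1 replicate 6, Mvd, Tm7sf2, Acly and Fads2 passed in G3 (adjusted p = 0.0217, 0.0452, 0.0249 and 0.0438; from 0.0178 to 0.676 over their alternatives).

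Circadian clock genes fell as a group in G2, with 11 of 16 measured below G1, none past the test over all probes and 1 lower when adjusted over the list alone (camera, adjusted p = 0.0202; adjusted p = 0.197 with an estimated correlation), a call lost in females only (0.355) and with dim probes left out (0.0981). In G3 11 of 16 were below, 4 were lower and 2 higher when adjusted over the list alone, and the list did not pass (adjusted p = 0.0597). Bmal1 was at 0.21 in G3 (standard error 0.04, adjusted p = 0.0631 from limma), Usp2 at −1.04 (standard error 0.27, adjusted p = 0.0943), and Dbp at −0.10, Tef at −0.18 and Per1 and Nr1d1, both chosen after their values were seen, at −0.58 and −0.59. Per2, Usp2, Bmal1, Dbp and Tef passed in G3 without G1 replicate 6 (adjusted p = 0.0115, 0.0340, 0.0192, 0.0186 and 0.0306; up to 0.626 over their alternatives). Male-biased liver genes rose as a group in both exposed groups, with 7 of 9 above G1 in each and none past the test over all probes, in G3 with 2 higher when adjusted over the list alone (camera, adjusted p = 0.0127; adjusted p = 0.224 with an estimated correlation) and in G2 with 1 (adjusted p = 0.0170; adjusted p = 0.196 with an estimated correlation). These calls were lost in females only (0.218 in G3 and 0.355 in G2) and in G3 with dim probes left out (0.0805). The list is of genes male-biased in adult rats. Of its members given in the text, Cyp2c11, Cyp4a2 and Cyp3a2 differed in these pups (females minus males) by −0.04, −0.04 and 0.05. None of these passed (adjusted p from 0.976 to 0.997 from limma). Cyp4a2, at 1.08 in G2 and 1.06 in G3, is also in the PPARα list. Cell division genes were higher in G2, with 19 of 21 above G1 (camera, adjusted p = 2.09e-04; adjusted p = 0.425 with an estimated correlation), and in G3, with 16 of 21 above (adjusted p = 0.0310; adjusted p = 0.635 with an estimated correlation), and none passed over all probes or adjusted over the list alone. The G3 call was lost in females only (0.942), with dim probes left out (0.0805) and without G3 replicate 2 (0.0507), the male pup with muscle transcripts. The genes of Table 1, which the study chose on these pups, are not independent evidence. They were higher as a group in G2, with 9 of 12 above (camera, adjusted p = 0.0202, or 0.0742 with an estimated correlation), lost in females only (0.0947). In G3, with 7 of 12 above, they did not pass (camera, adjusted p = 0.168). Cyp3a23-3a1 is counted there by its brighter probe (−0.07), and its dimmer probe was at 1.25.

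In G3 against G2, 8 of 8 pericentral hepatocyte markers were lower (camera, adjusted p = 0.00967; adjusted p = 0.217 with an estimated correlation; 0.0811 in females only), and 10 of 11 thyroid hormone response genes were (adjusted p = 0.0473; adjusted p = 0.291 with an estimated correlation), a call lost in males only (0.0590), in females only (0.0585) and with dim probes left out (0.0680). Erythroid markers were higher in G3 than in G2, 6 of 7 (adjusted p = 0.00967; adjusted p = 0.380 with an estimated correlation), a call lost in males only (0.184) and with dim probes left out (0.0913). No member of these 3 lists passed over all probes or when adjusted over the list alone in limma.

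Other lists did not pass against G1. The adjusted p from camera in G3 and G2 was 0.820 and 0.351 for acute phase genes, 0.280 and 0.895 for interferon response genes, 0.194 and 0.890 for thyroid hormone response genes, 0.115 and 0.751 for amino acid catabolism, 0.308 and 0.974 for female-biased liver genes and 0.736 and 0.351 for fetal liver genes. It was 0.474 and 0.804 for endoplasmic reticulum stress, 0.321 and 0.0908 for heat shock, 0.942 and 0.326 for oxidative phosphorylation, 0.106 and 0.751 for pericentral and 0.748 and 0.359 for periportal markers. Among cell markers it was 0.877 and 0.751 for Kupffer cells and leukocytes, 0.700 and 0.360 for stellate cells, 0.560 and 0.344 for endothelium, 0.947 and 0.360 for cholangiocytes and 0.748 and 0.634 for exocrine pancreas, and 0.628 for erythroid markers in G3. The median, mean and test differ in sign for acute phase, oxidative phosphorylation, Kupffer cell, endothelial and cholangiocyte genes in G3 and for fatty acid synthesis and amino acid catabolism genes in G2. Of 7 Y-linked and X-inactivation genes 0 and of 5 genes that escape X inactivation 3 were measured, and the study's AhR group has 4 members, its bile acid group 3, and its other genes of the text 1.

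Past the adjusted p in G3 and short of 2-fold were also Rad51d, of recombination repair, at 0.38 (standard error 0.04, adjusted p = 0.0219 from limma), Fnbp1l, of endocytosis, at 0.35 (standard error 0.05, adjusted p = 0.0477), and, chosen after their values were seen, the glycerol-3-phosphate dehydrogenase Gpd1 at −0.67 (standard error 0.08, adjusted p = 0.0219), the nucleotide receptor P2ry2 at −0.83 (standard error 0.11, adjusted p = 0.0307), Spindoc at −0.59 (standard error 0.09, adjusted p = 0.0480) and Ccdc97 at −0.17 (standard error 0.02, adjusted p = 0.0461). The calls of Rad51d and Gpd1 ended without G3 replicate 1, 2 or 3 (from 0.0659 to 0.0855), and that of P2ry2 without G1 replicate 1, 2, 3 or 5 or G3 replicate 1, 2, 3 or 5 (from 0.0517 to 0.106). Fnbp1l ended without any of G1 replicates 1 to 5 or G3 replicates 1 to 5, Ccdc97 without G1 replicate 1, 2, 3 or 5 or G3 replicates 1 to 5, and Spindoc without G1 replicate 1, 3, 4 or 5 or any G3 pup (from 0.0517 to 0.113).

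The response of 6 of 40 lists to 0.2 mg/kg differed between the sexes (camera on the interaction), 1 of them with an estimated correlation. PPARα targets had a median log2 fold change of 0.32 in males and 0.04 in females, with 26 of 30 larger in males (adjusted p = 9.78e-10; adjusted p = 0.00190 with an estimated correlation). The others were lost with an estimated correlation. They were fatty acid synthesis (−0.24 in males and 0.00 in females; adjusted p = 4.97e-05; adjusted p = 0.345 with an estimated correlation), male-biased genes (0.29 and 0.11; adjusted p = 0.0460; adjusted p = 0.345 with an estimated correlation), cell division (0.19 and 0.02; adjusted p = 0.00303; adjusted p = 0.634 with an estimated correlation), Kupffer cells and leukocytes (−0.19 and 0.13; adjusted p = 0.0249; adjusted p = 0.678 with an estimated correlation) and stellate cells (−0.28 and 0.03; adjusted p = 0.0249; adjusted p = 0.634 with an estimated correlation). At 0.002 mg/kg interferon genes differed (−0.15 in males and 0.12 in females; adjusted p = 6.33e-05; adjusted p = 0.697 with an estimated correlation). Each sex had 3 pups per group. Without the male pup G3 replicate 2, which carried muscle transcripts, the calls of male-biased genes (0.0845) and of Kupffer cells and leukocytes (0.337) at 0.2 mg/kg were lost.

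The changes at the 2 doses were set against the same control pups. Over the 11262 probes above the median, their correlation was 0.809, where unchanged groups simulated against shared controls gave a median of 0.603 (−0.14 to 0.91 over 100 draws) and control pups split between the doses gave 0.548 (0.337 to 0.663 over 20 splits). Their covariance was 0.0238 against a median of 0.00460 for the simulated groups (−0.000915 to 0.0229) and 0.0184 for the split controls (0.0105 to 0.0210). The sign was the same for 79.9% of these probes, against 71.8% (46.6% to 87.5%) simulated and 67.9% (60.6% to 71.0%) with split controls.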
